# RNA-sequencing reveals molecular and regional differences in the esophageal mucosa of achalasia patients

**DOI:** 10.1038/s41598-022-25103-7

**Published:** 2022-11-30

**Authors:** Caroline K. Patel, Peter J. Kahrilas, Nathan B. Hodge, Lia E. Tsikretsis, Dustin A. Carlson, John E. Pandolfino, Marie-Pier Tétreault

**Keywords:** Transcriptomics, Gastroenterology

## Abstract

Achalasia is an esophageal motility disorder characterized by the functional loss of myenteric plexus ganglion cells in the distal esophagus and lower esophageal sphincter. Histological changes have been reported in the esophageal mucosa of achalasia, suggesting its involvement in disease pathogenesis. Despite recent advances in diagnosis, our understanding of achalasia pathogenesis at the molecular level is very limited and gene expression profiling has not been performed. We performed bulk RNA-sequencing on esophageal mucosa from 14 achalasia and 8 healthy subjects. 65 differentially expressed genes (DEGs) were found in the distal esophageal mucosa of achalasia subjects and 120 DEGs were identified in proximal esophagus. Gene expression analysis identified genes common or exclusive to proximal and distal esophagus, highlighting regional differences in the disease. Enrichment of signaling pathways related to cytokine response and viral defense were observed. Increased infiltration of CD45+ intraepithelial leukocytes were seen in the mucosa of 38 achalasia patients compared to 12 controls. Novel insights into the molecular changes occurring in achalasia were generated in this transcriptomic study. Some gene changes observed in the mucosa of achalasia may be associated with esophagitis. Differences in DEGs between distal and proximal esophagus highlight the importance of better understanding regional differences in achalasia.

## Introduction

Achalasia is a swallowing disorder with an incidence of about 3 in 100,000 individuals per year worldwide^1^. Despite its low incidence, achalasia substantially impacts patients by affecting their work productivity, quality of life and functional status^2^. In advanced cases, achalasia patients may present with dilatation of the esophageal body, which leads to an inability of the esophagus to push food into the stomach, resulting in retained undigested food and liquid. The persistent esophageal distension and food stasis not only lead to symptoms of dysphagia, regurgitation, chest pain, and weight loss, but also result in greater chances of developing squamous cell carcinoma^3,4^.

Recent advances in diagnostic tools for achalasia have provided new insight into the pathogenesis and clinical manifestation of this motility disorder. Functional loss of myenteric plexus ganglion cells in the distal esophagus and LES is believed to be the primary etiology of achalasia, but the cause of the initial reduction of inhibitory neurons remains unknown^5^. Achalasia is categorized into 3 different types based on manometric patterns^6^. Type I is the classic presentation of achalasia and is associated with the complete loss of contractility in the esophageal body. Type II is linked to impaired lower esophageal sphincter (LES) relaxation and pan-esophageal pressurization. Typically, type I achalasia is a later phase of the disease progression compared to type II. Finally, type III might represent a different entity, as it is associated with premature simultaneous spastic distal esophageal contractions. Unfortunately, there is no cure for achalasia. Treatments for achalasia only compensate for the abnormal physiology to better manage the symptoms by reducing LES tone to facilitate esophageal emptying. Despite the advances in diagnostic testing for improved detection of achalasia our knowledge of the molecular changes responsible for achalasia pathogenesis remain poorly understood.

Consistent with our current understanding, most studies on the pathogenesis of achalasia have focused on muscle cells and myenteric plexus neurons. However, there is growing evidence that epithelial cells are sensors of the luminal milieu^7–10^ and can react to long term exposure to food stasis. They are also central players in executing defensive responses. Furthermore, the epithelium is emerging as an important regulator of smooth muscle contraction in many tissues and organs through the release of epithelium-derived factors^11^. Supporting this concept, in-silico simulations using a fully coupled computational model of the esophagus suggest that a highly compliant mucosa is essential for normal esophageal transport function^12^. Some studies have reported histological changes of the esophageal mucosa of achalasia patients, including basal cell hyperplasia and esophagitis, but these studies rely entirely on histological analyses^5,13,14^ and there have been no studies of the human transcriptome in achalasia reported to date. To address this knowledge gap, we investigated whether esophageal mucosa of achalasia patients have distinct gene expression profiles compared to healthy subjects.

## Results

### Subjects

Overall, 22 controls, mean age 32.6 (25–48), 72.7% female, and 37 achalasia patients, mean age 50.3 (25–82), 59.4% female, were included. The controls all had normal endoscopy and 20 had normal motility on HRM. The achalasia cohort entailed 21 with type I achalasia (8/21, 38.0% with dilated esophagus) and 14 with type II achalasia (6/14, 42.9% with dilated esophagus). Table 1 describes subject characteristics by analysis.

**Table 1:** Clinical characteristics of enrolled patients.

	RNA-seq		qPCR		FFPE tissue	
	Healthy (n = 8)	Achalasia (n = 14)	Healthy (n = 4)	Achalasia (n = 23)	Healthy (n = 10)	Achalasia (n = 23)
**Sex, n (%)**						
Male	2 (25.0)	3 (21.4)	4 (100)	12 (52)	4 (40)	12 (52)
Female	6 (75.0)	11 (78.6)	0 (0)	11 (48)	6 (60)	11 (48)
Age, years, mean ± SD	33 ± 8.0	49.9 ± 16.1	29.3 ± 2	50.6 ± 15	33.6 ± 4.4	50.6 ± 15
**Achalasia subtype, n (%)**						
Type I	–	5 (35.7)	–	16 (70)	–	16 (70)
Type II	–	9 (64.3)	–	7 (30)	–	7 (30)
**Dilation status, n (%)**						
Non-dilated	–	7 (50.0)	–	15 (65.2)	–	15 (65.2)
Dilated	–	7 (50.0)	–	8 (34.8)	–	8 (34.8)

### Transcriptomic analyses reveal changes in gene expression levels in the proximal and distal esophagus of achalasia patients

We performed RNA-seq on esophageal mucosal biopsies from the proximal and distal esophagus of 14 achalasia and 8 healthy controls to identify gene targets that are dysregulated in achalasia (Table 1). 

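RNA-seq counts were analysed for 44 libraries, a distal and a proximal biopsy of each of the 22 subjects (8 healthy controls and 14 achalasia subjects). As described in the paper's methods, biopsies were collected 5 cm (distal) and 15 cm (proximal) above the squamocolumnar junction, the border between the squamous lining of the esophagus and the columnar lining of the stomach. The authors prepared stranded mRNA libraries, trimmed adapters, removed reads of poor quality or aligning to rRNA, aligned the remaining reads to the human genome (hg38) using STAR and counted reads for each gene using HTSeq-count. The paper's text names no strand setting for the counting. The deposited values are whole-number counts, not normalized, for genes listed by Ensembl identifier, and 42648 genes had at least 1 count. Total counts per library ranged from 14992573 to 28992390, with a median of 20278899. The median total was 21676551 for achalasia and 19254519 for control libraries labelled distal, and 18926050 for achalasia and 18199150 for control libraries labelled proximal. At these totals, 3 counts correspond to between 0.1035 and 0.2001 CPM (counts scaled to the library total), which is the lowest level the depth can show, counting error only. The 10 most abundant genes took between 17.57% and 28.24% of the counts of a library.

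The titles of the libraries and the names under which the libraries were sequenced give opposite regions for 21 of the 22 subjects and the same regions for 1 achalasia subject. Regions were taken from the titles, and the libraries are therefore referred to as labelled distal and labelled proximal. The comparisons of each region were repeated with the regions of the library names, which exchanges the biopsies of those 21 subjects. Genes were filtered with filterByExpr, normalized with TMM and tested in each region with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment (FDR), whereas the paper used DESeq2. DEGs were defined as in the paper, by an FDR under 0.05 and a log2 fold change above 0.9 or below -0.9. Fold changes compare achalasia with controls, and means are CPM scaled by TMM. All libraries of a condition differed by more than sampling noise, with a chi-square per degree of freedom of at least 17.3 between any pair, and each was counted as 1 sample.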

Biopsies from the proximal and distal esophagus of these subjects were processed, sequenced, and analyzed separately to determine if regional differences are observed within subjects. Examples of the histology of the biopsies collected and processed are shown in Fig. 1. Differential gene expression was determined compared to healthy controls. Overall, 706 genes were significantly changed in the distal esophagus and 1896 genes were significantly changed in the proximal esophagus (false discovery rate-adjusted p value < 0.05). 

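Among the libraries labelled distal, 904 of 16847 genes tested had an FDR under 0.05 in edgeR's quasi-likelihood test, 551 higher and 353 lower in achalasia. Among the libraries labelled proximal, where 16678 genes were tested, 116 were higher and 112 lower at that FDR. Grouping the libraries by library name gave 280 genes in the distal comparison (141 higher and 139 lower) and 1194 in the proximal comparison (702 higher and 492 lower). The regions of the library names together with DESeq2 and shrunken fold changes gave 634 and 1937 genes.

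The libraries differed in how expression depended on GC content. For each library, the log2 CPM of each gene relative to its mean over the libraries of the region was regressed on the GC content of its exons. The slopes of the 8 controls labelled distal lay between -2.03 and -0.543, and those of the 14 achalasia libraries labelled distal between -1.98 and 5.59, with 9 above every control. Of the 14 achalasia libraries labelled proximal, 9 had slopes below and 5 above every control (controls 0.306 to 1.18, achalasia -2.69 to 2.23). Across genes, which are not independent replicates, the log2 fold change correlated with GC content with a Spearman's rho of 0.485 in the comparison labelled distal and -0.297 in the one labelled proximal. A GC-content offset for each library, chosen after seeing the data, gave 662 and 303 genes with an FDR under 0.05. The alternatives that moved the counts most, also chosen after seeing the data, compared the controls with only the achalasia libraries of high or of low slope. Labelled distal, the 4 of high slope gave 8309 genes and the other 10 gave 572. Labelled proximal, the 9 of low slope gave 4431 genes and the other 5 gave 154.

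**Figure D1:**
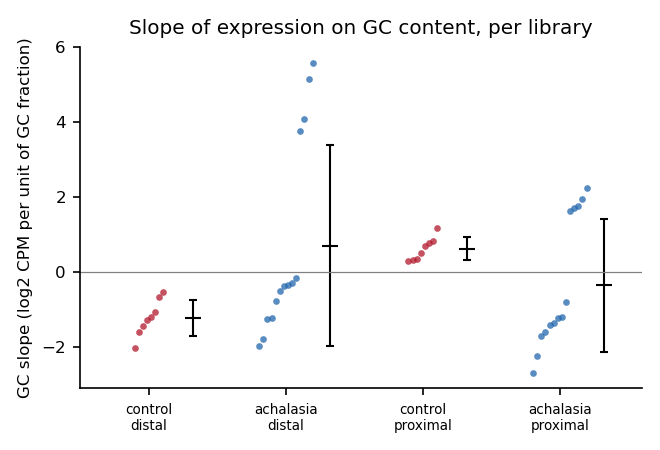
Slope of log2 CPM on the GC fraction of the exons for each library (points), with the mean and SD of each group (horizontal mark and bar), for controls (red) and achalasia (blue) by labelled region. Among the libraries labelled distal, 4 achalasia libraries have slopes of at least 3.76, and among those labelled proximal the 8 controls lie between 9 achalasia libraries at or below -0.79 and 5 at or above 1.63.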

The gene expression profiles of each sample were visualized and compared using heat maps (Figs. 2a, 3a) and volcano plots (Figs. 2b, 3b). PCA was used to evaluate similarities and differences between controls and achalasia patients, and to determine if each set of subjects can be grouped (Fig. 2c, 3c). 

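PCA of the 22 libraries labelled distal was carried out on the 500 genes of highest variance after the variance-stabilizing transformation of DESeq2. PC1 and PC2 held 16.4% and 13.7% of the variance. The distance between the mean of the 8 controls and the mean of the 14 achalasia libraries accounted for 28.2% of the sum of squares on these components (exact permutation test over all 319770 splits of the libraries, p = 0.000916). On PC1, 10 of the 14 achalasia libraries lay outside the range of the controls, all on the same side, and on PC2 4 did, 3 on one side and 1 on the other. Grouped by library name, the distal libraries gave 20.2% and 15.4% of the variance and a between-group share of 24.3% (exact permutation p = 0.00122). The between-group share was lowest, 23.8% (exact permutation p = 0.00696), when all 16847 genes that passed the count filter were used.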

As shown in Fig. 2c, PCA plot shows apparent clustering of the achalasia subjects in the distal esophagus, separated from the controls. Data obtained from the proximal esophagus shows some clustering of achalasia patients and controls, despite more variability within each group (Fig. 3c).

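In the libraries labelled proximal, PC1 and PC2 held 20.6% and 14.9% of the variance, and the group means accounted for 23.7% of the sum of squares on both components (exact permutation test, p = 0.0016). Of the 14 achalasia libraries, 5 lay outside the range of the controls on PC1 and 12 on PC2, all on the same side within a component. The mean distance of a library from its group mean on these components was 6.87 for controls and 14.1 for achalasia, compared with 8.34 and 12.2 among the libraries labelled distal. When regions were taken from the library names, these distances were 8.25 and 12.2 in the proximal and 6.09 and 13 in the distal set. Variability was therefore higher among achalasia libraries in each set, while that of controls was lower in the set labelled proximal and higher in the set named proximal. The difference in variability was not tested. The 5 libraries outside the controls on PC1 also had a higher mean log2 CPM of DES, ACTG2, MYH11 and LMOD1 than every control. Those furthest out, of subjects achalasia 10, 2 and 8, had the highest values (8.79, 5.98 and 5.26, controls at most -1.62). Subjects achalasia 14 and 4 were above the controls in these genes (1.87 and -1.34) but not on PC1. RNA of smooth muscle may thus account for a part of this spread, and the PCA was not repeated without these libraries. The proximal set by library name had a between-group share of 28.6% (exact permutation p = 0.000863).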

**Figure 1:**
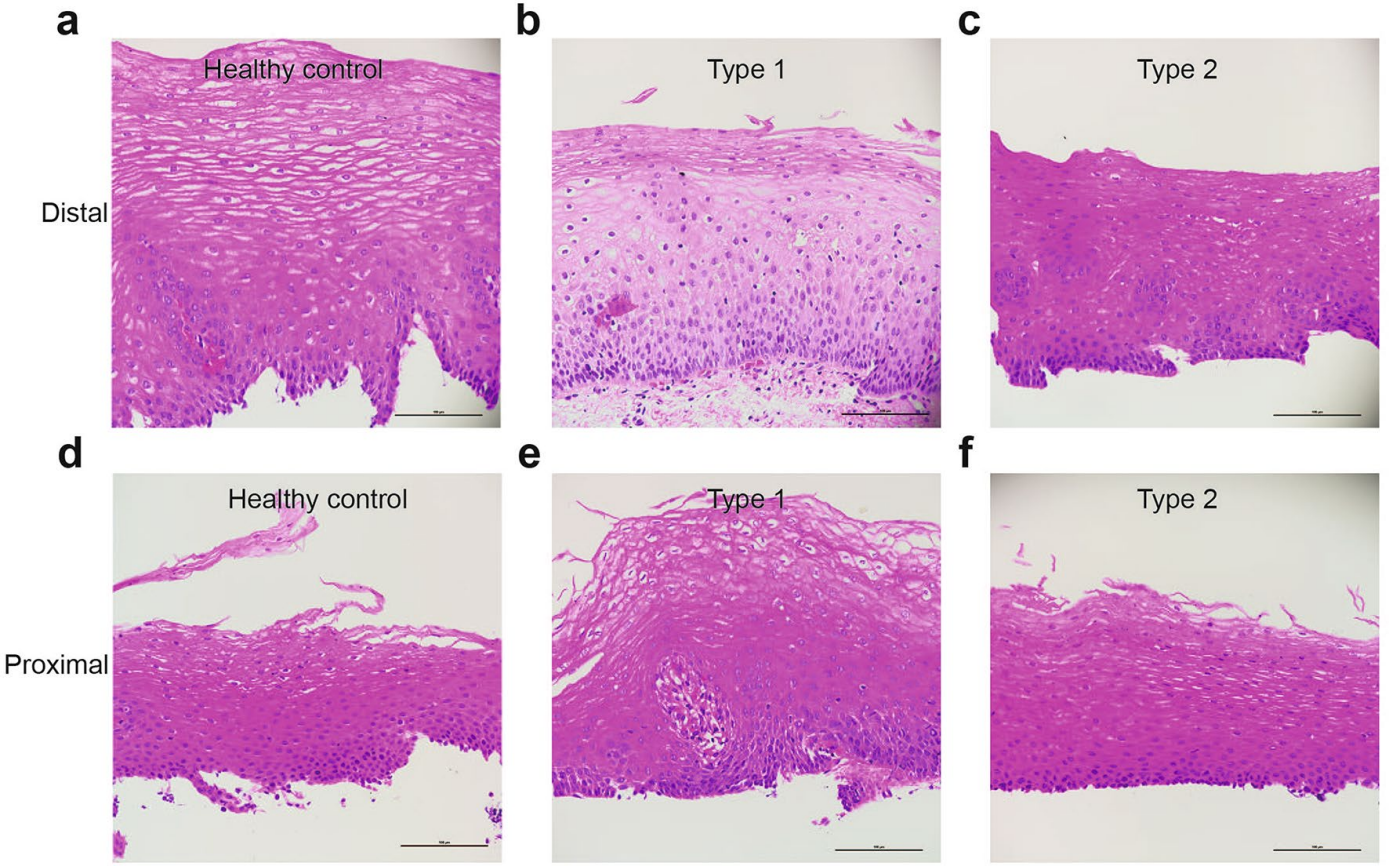
Histology of achalasia and control specimens used for RNA sequencing. H/E staining of esophageal sections from type I (**b**,**e**) and II (**c**,**f**) achalasia show histology changes in distal (**a**–**c**) and proximal (**d**–**f**) esophagus compared to heathy controls (**a**,**d**). Scale bars: 100 μm.

**Figure 2:**
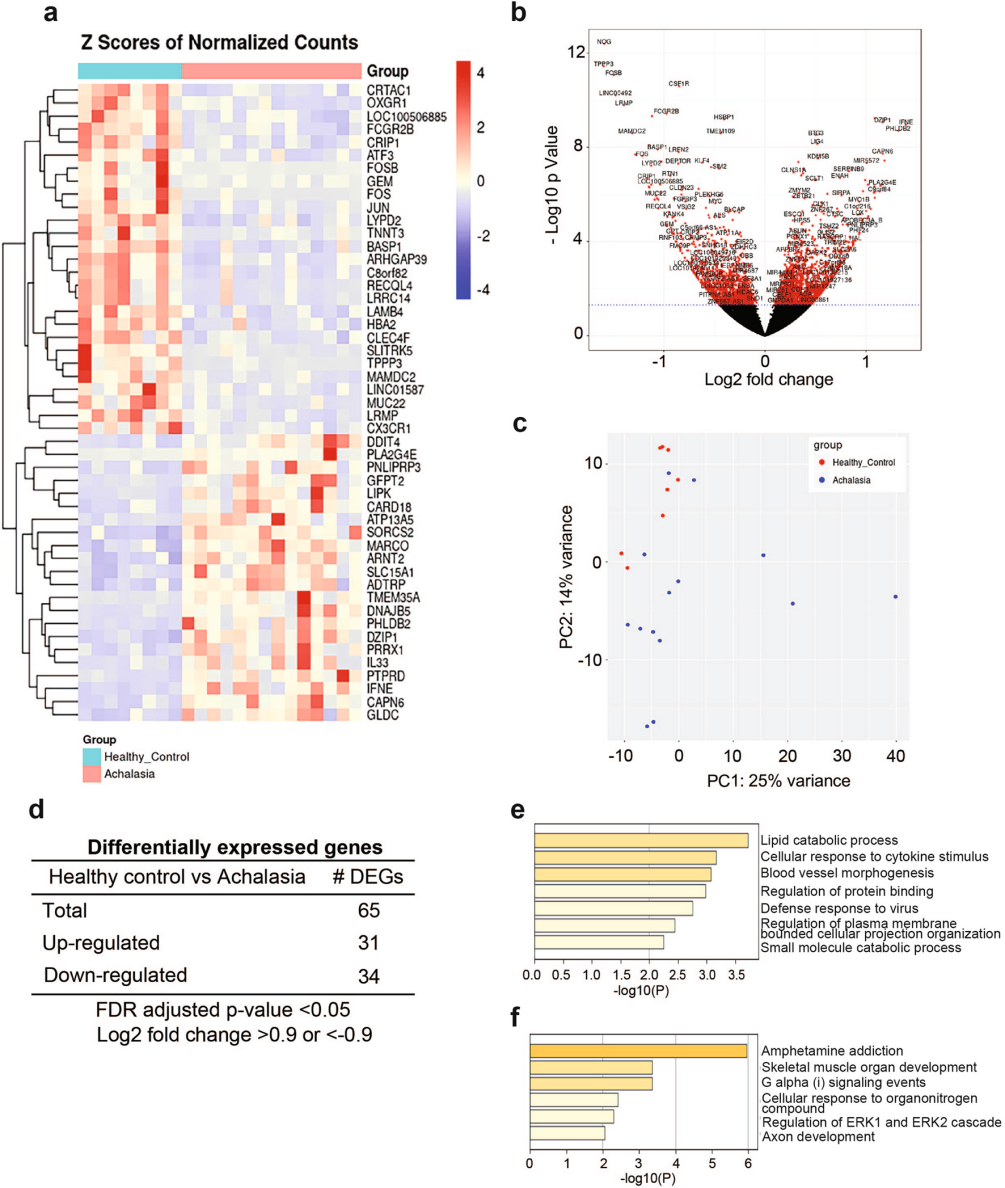
Differential gene expression analysis comparing changes in distal esophageal mucosa of achalasia. (**a**) Heat map of RNA sequencing (RNA-seq) expression data showing differentially expressed genes in achalasia. (**b**) Volcano plot showing the log2 fold change in gene expression in achalasia as well as the statistical significance. (**c**) Principal component analysis of RNA-seq gene expression profiles. red = healthy control, blue = achalasia. (**d**) The number of differentially expressed genes (DEGs) in achalasia based on a log2 fold change of 0.9 and FDR < 0.05. (**e**) A heatmap of the top up-regulated pathways is shown. (**f**) A heatmap of the top down-regulated pathways is shown.

**Figure 3:**
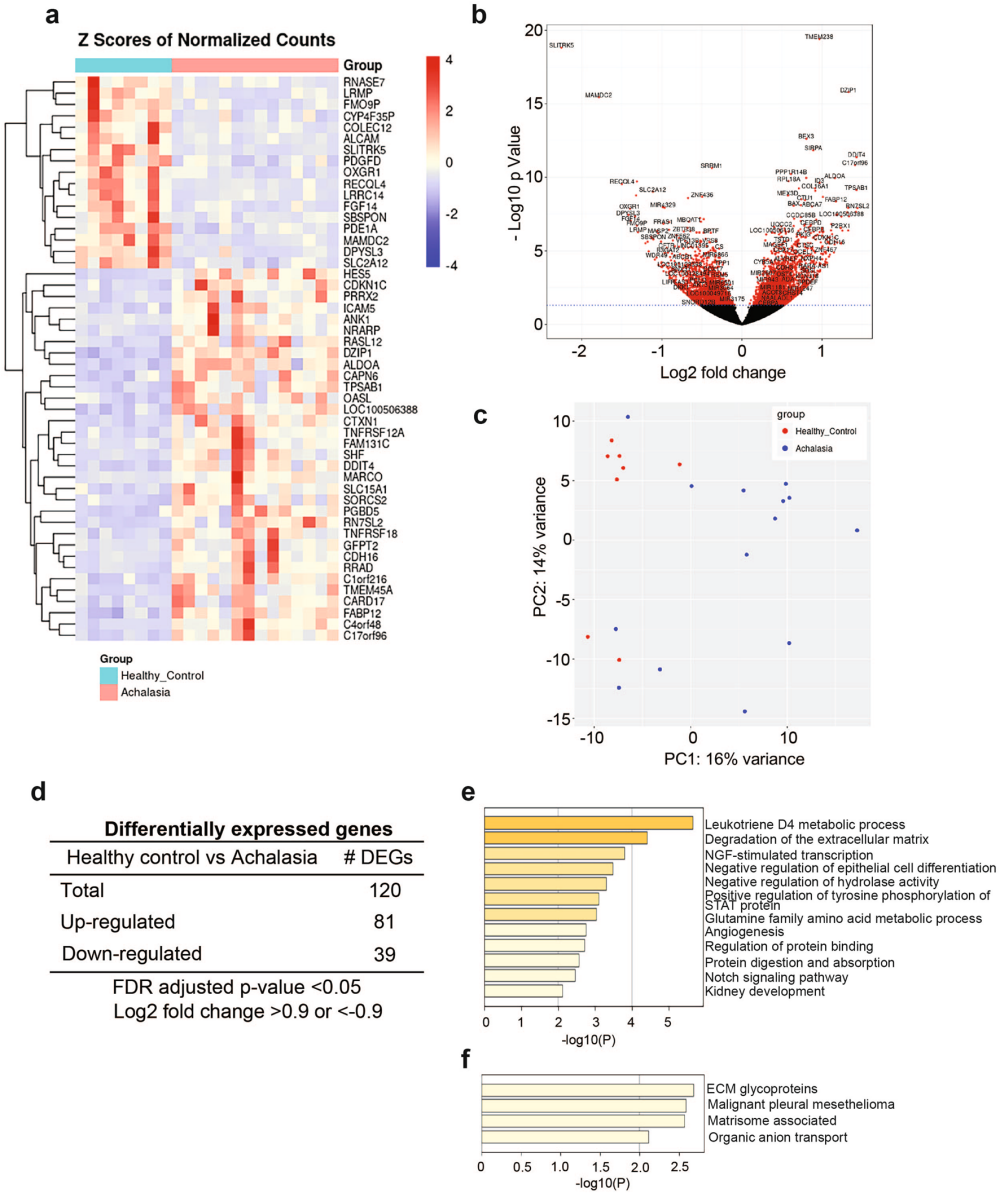
Comparison of differential gene expression analysis in proximal esophageal mucosa of achalasia. (**a**) DEGs in achalasia are shown in a heat map of RNA-seq expression data. (**b**) Volcano plot illustrating the log2 fold change in gene expression in achalasia subjects as well as the statistical significance. (**c**) Principal component analysis was performed using RNA-seq gene expression profiles of achalasia. Red = healthy control, blue = achalasia. (**d**) Differentially expressed genes were selected based on a log2 fold change of 0.9 and FDR < 0.05. (**e**) The heatmap shows the top up-regulated pathways. (**f**) The heatmap shows the top down-regulated pathways.

### Transcriptomic analysis identifies pathways differentially regulated in achalasia subjects versus healthy controls

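With a log2 fold change threshold of 0.9 in either direction added to the FDR threshold, edgeR identified 260 DEGs among the libraries labelled distal (168 up-regulated and 92 down-regulated in achalasia) and 105 among those labelled proximal (43 up-regulated and 62 down-regulated). By library name there were 118 DEGs in the distal set (50 up and 68 down) and 293 in the proximal set (191 up and 102 down). With the GC-content offset, chosen after seeing the data, there were 167 DEGs labelled distal and 117 labelled proximal, and 118 of the 260 and 13 of the 105 DEGs were lost. DESeq2 with shrunken fold changes and the regions of the library names gave 96 distal (46 up and 50 down) and 180 proximal DEGs (122 up and 58 down).

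The DEGs of smallest adjusted p that also appear in the paper's Supplementary Tables 1 or 2 were, among libraries labelled distal, DZIP1, DDIT4 and ID3 (up) and SLITRK5, MAMDC2 and RECQL4 (down), and among those labelled proximal SORCS2, IFNE and DZIP1 (up) and TPPP3, FOSB and IRAG2 (down). DZIP1 (ENSG00000134874; chromosome 13, 95578202 to 95644706, hg38), which overlaps CLDN10 on the opposite strand so that its counts are uncertain, rose from 0.985 ± 0.24 CPM (SD, n = 8) in controls labelled distal to 2.67 ± 0.652 CPM (SD, n = 14) in achalasia. Its log2 fold change was 1.43 (standard error 0.174, edgeR adjusted p = 8.32e-05), and every achalasia library was above every control. The counts of SLITRK5, overlapped by a lncRNA on the opposite strand, and of TPPP3, overlapped by a snRNA, are uncertain. SLITRK5 (ENSG00000165300; chromosome 13, 87671371 to 87696272) fell from 1.14 ± 0.584 CPM (SD, n = 8) to 0.111 ± 0.0821 CPM (SD, n = 14) in the libraries labelled distal, where 12 of 22 libraries had 3 counts or fewer (log2 fold change -3.32, standard error 0.372, edgeR adjusted p = 3e-05). In the libraries labelled proximal, TPPP3 (ENSG00000159713; chromosome 16, 67389809 to 67393518) fell from 19.7 ± 18.2 CPM (SD, n = 8) to 2.19 ± 1.57 CPM (SD, n = 14), with 1 control at 60.1 CPM and the next at 25.7 CPM. The log2 fold change of TPPP3 was -3.18 (standard error 0.437, edgeR adjusted p = 0.00169), and 12 of 14 achalasia libraries were below every control.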

After filtering differentially expressed genes (DEGs) between controls and achalasia patients using a threshold of fold change in expression of > 0.9 or < 0.9, we identified 65 DEGs in distal esophagus (31 up-regulated and 34 down-regulated) (Fig. 2d) and 120 DEGs in proximal esophagus (81 up-regulated and 39 down-regulated) (Fig. 3d). Gene Set Enrichment Analysis using Metascape Figs. 2e,f, Figs. 3e,f) and GSEA (Supplementary Figs. 1, 2) were performed using the compilation of genes differentially expressed from achalasia compared to controls. The distal esophageal mucosa of achalasia subjects showed increased gene expression in 7 pathways including those related to cellular response to cytokine stimulus and defense response to virus, when compared to the controls (Fig. 2e). 

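The up-regulated list of the distal comparison in Supplementary Table 1 could be read for 30 genes, of which 29 were matched to the files. Among the libraries labelled distal, 27 of these genes were tested, all 27 were higher in achalasia and 15 were DEGs in edgeR's test. Among the libraries labelled proximal, 28 were tested and all 28 were DEGs in the same direction. With regions from the library names, 28 of 28 were DEGs in the distal and 15 of 27 in the proximal set.

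APOBEC3A (ENSG00000128383; chromosome 22, 38952741 to 38963184, hg38) encodes an antiviral cytidine deaminase, and its counts are uncertain because the fusion transcript APOBEC3A_B shares its sequence. In the libraries labelled distal it was 1.36 ± 1.21 CPM (SD, n = 8) in controls, with 1 control at 4.2 CPM and the next at 1.45 CPM, and 3.27 ± 3.48 CPM (SD, n = 14) in achalasia (log2 fold change 1.24, standard error 0.58, edgeR adjusted p = 0.196). It rose from 0.662 ± 0.196 CPM to 6.32 ± 9.21 CPM in those labelled proximal (log2 fold change 3.24, standard error 0.697, edgeR adjusted p = 0.0182), and 12 of 14 achalasia libraries exceeded every control. OASL (ENSG00000135114; chromosome 12, 121017763 to 121039246), an interferon-induced gene of the oligoadenylate synthetase family that is listed in Supplementary Table 2 only, rose from 1.44 ± 0.812 CPM (SD, n = 8) to 4.31 ± 2.03 CPM (SD, n = 14) in the libraries labelled distal (log2 fold change 1.60, standard error 0.353, edgeR adjusted p = 0.0147). The change of OASL in the libraries labelled proximal did not pass the threshold (log2 fold change 1.81, standard error 0.58, edgeR adjusted p = 0.109). By library name these calls were exchanged between the regions. APOBEC3A had edgeR adjusted p values of 0.0203 in the distal and 0.179 in the proximal set, and OASL of 0.0952 and 0.0152. Over all alternatives, the adjusted p ranged from 0.00171 to 0.458 (distal) and 4.05e-05 to 0.241 (proximal) for APOBEC3A. The ranges for OASL were 0.000271 to 0.114 and 0.00074 to 0.204.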

Decreased gene regulation in 6 pathways including those linked to skeletal muscle organ development, G alpha (i) signaling events and regulation of ERK1 and ERK2 cascade and axon development were observed in the distal esophageal mucosa from achalasia patients versus controls (Fig. 2f). 

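Of 34 down-regulated genes in Supplementary Table 1, 33 were matched to the files and tested in both sets of libraries. In the set labelled distal, 29 were lower in achalasia and 12 were DEGs, and in the set labelled proximal all 33 were DEGs. The corresponding numbers by library name were 33 DEGs of 33 in the distal and 12 in the proximal set.

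FOS and FOSB, which encode subunits of the transcription factor AP-1 together with JUN, are on this list. FOS (ENSG00000170345; chromosome 14, 75278826 to 75282230, hg38) was 30.6 ± 21.8 CPM (SD, n = 8) in controls and 70.2 ± 183 CPM (SD, n = 14) in achalasia in the libraries labelled distal, where 1 achalasia library reached 702 CPM (log2 fold change 1.20, standard error 0.889, edgeR adjusted p = 0.427). Labelled proximal, it ranged from 14.7 to 331 CPM in controls and was 11.5 ± 17.3 CPM (SD, n = 14) in achalasia, with 12 of 14 achalasia libraries below every control (log2 fold change -3.44, standard error 0.641, edgeR adjusted p = 0.00816). FOSB (ENSG00000125740; chromosome 19, 45467995 to 45475179), which overlaps ERCC1 on the opposite strand so that its counts are uncertain, had a log2 fold change of 0.15 (standard error 0.715, edgeR adjusted p = 0.922) in the libraries labelled distal. In those labelled proximal it fell from 23 ± 33.5 CPM (SD, n = 8) to 1.13 ± 0.6 CPM (SD, n = 14), a log2 fold change of -4.33 (standard error 0.625, edgeR adjusted p = 0.00171). By library name, the distal log2 fold changes were -3.56 for FOS and -4.35 for FOSB, with edgeR adjusted p values of 0.00588 and 0.00169. In the proximal set by library name, neither passed (edgeR adjusted p = 0.405 and 0.92).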

On the other hand, mucosa from the proximal esophagus of achalasia had increased gene regulation in 12 pathways including those associated with leukotriene D4 metabolic process, degradation of extracellular matrix, NGF stimulated transcription, negative regulation of epithelial differentiation, positive regulation of tyrosine phosphorylation of STAT protein, angiogenesis, and Notch signaling pathway (Fig. 3e). 

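Supplementary Table 2 is headed as a distal list. Its 80 up-regulated and 39 down-regulated genes that could be read are near the paper's 81 and 39 proximal DEGs. It was therefore read as the list of the proximal comparison, against its heading. Of its 80 up-regulated genes, 77 were matched. In the libraries labelled distal, all 74 tested were higher in achalasia and 72 were DEGs, while in those labelled proximal 64 of 70 tested were higher and 15 were DEGs. By library name, 74 of 74 were DEGs in the proximal and 17 of 70 in the distal set.

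GGT1 (ENSG00000100031; chromosome 22, 24594811 to 24629005, hg38) encodes a gamma-glutamyltransferase that acts on leukotrienes, and its counts are uncertain because a lncRNA overlaps it and its family has near-identical copies among which reads could be split. It rose from 0.536 ± 0.163 CPM (SD, n = 8) to 1.35 ± 0.753 CPM (SD, n = 14) in the libraries labelled distal (log2 fold change 1.34, standard error 0.338, edgeR adjusted p = 0.025). The rise was from 0.527 ± 0.193 to 1.23 ± 0.575 CPM in those labelled proximal (log2 fold change 1.25, standard error 0.29, edgeR adjusted p = 0.0282). The matrix metallopeptidase gene MMP9 (ENSG00000100985; chromosome 20, 46008908 to 46016561) was near the lowest level the depth can show, at 0.239 ± 0.143 CPM in controls and 0.767 ± 0.562 CPM in achalasia labelled distal (log2 fold change 1.62, standard error 0.446, edgeR adjusted p = 0.0363). A lncRNA overlaps MMP9 on the opposite strand, so its counts are uncertain. Its change in the libraries labelled proximal, where 1 control was at 1.3 CPM and the next at 0.503 CPM, did not pass the threshold (log2 fold change 0.88, standard error 0.473, edgeR adjusted p = 0.331). MMP17 (ENSG00000198598; chromosome 12, 131828393 to 131851783) had a log2 fold change of 1.43 (standard error 0.335, edgeR adjusted p = 0.0185) in the libraries labelled distal, with 1 control at 1.33 CPM and the next at 0.571 CPM, and of 0.52 (standard error 0.375, edgeR adjusted p = 0.476) in those labelled proximal. NRARP (ENSG00000198435; chromosome 9, 137299631 to 137302271), a regulator of Notch signaling, rose from 23.5 ± 7.15 CPM (SD, n = 8) to 59.8 ± 37.9 CPM (SD, n = 14) in the libraries labelled distal (log2 fold change 1.35, standard error 0.305, edgeR adjusted p = 0.016). It was 20.1 ± 5.32 and 24.3 ± 16.2 CPM in those labelled proximal (log2 fold change 0.28, standard error 0.312, edgeR adjusted p = 0.675). By library name, NRARP, MMP9 and MMP17 had edgeR adjusted p values of 0.00765, 0.0263 and 0.0154 in the proximal set and of 0.8, 0.381 and 0.447 in the distal set. The exons of these 4 genes have a GC content between 59.2% and 66.2%. With the GC-content offset, chosen after seeing the data, their log2 fold changes in the libraries labelled distal were 1.07 for GGT1, 1.39 for MMP9, 1.11 for MMP17 and 1.13 for NRARP (edgeR adjusted p = 0.0554, 0.093, 0.0627 and 0.0359).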

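All 39 down-regulated genes in Supplementary Table 2 were matched to the files, and 38 were tested in each set of libraries. In the libraries labelled proximal, 36 of the 38 were lower in achalasia and 10 were DEGs in edgeR's test, with a median log2 fold change of -0.95 over the list. All 38 were DEGs in that direction in the libraries labelled distal, with a median of -1.40. By library name, all 38 were DEGs in the proximal set and 10 in the distal set.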

Finally, down-regulated gene regulation in 4 pathways including ECM glycoproteins and matrisome associated were detected in proximal esophageal mucosa of achalasia patients (Fig. 3f).

### Regional differences in gene expression are observed in the proximal versus distal esophagus of achalasia patients

Our RNA-seq analyses showed differences in the number of DEGs in the distal and proximal esophageal mucosa from achalasia subjects (Figs. 2d and 3d) resulting in differential enrichment of pathways in each region (Figs. 2e,f, 3e,f). 

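Whether the effect of achalasia differed between the biopsies of a subject was tested with an interaction term over all 44 libraries, with the subject as a block. Of 17807 genes tested, 1620 had an interaction FDR under 0.05, 1085 with a larger and 535 with a smaller log2 fold change in the libraries labelled distal. Without the block, 144 genes did so. With the regions of the library names, 2452 genes passed, and with the block and a GC-content offset, chosen after seeing the data, 296 passed, 231 of which were among the 1620. Libraries of the same subject deviated together from their group means. The mean correlation across genes was 0.395 between the biopsies of 1 subject and -0.036 over 238 pairs of different subjects of the same group. Of the genes the paper names, JUN had an interaction log2 fold change of 1.18 (standard error 0.296, edgeR adjusted p = 0.0181), and the other 10 did not pass. Over the alternatives, the adjusted p of JUN ranged from 4.82e-12, in edgeR's test without the low-count filter, to 0.0829. JUN reached 638 CPM in 1 achalasia library labelled distal, the only 1 of 14 above the mean of the controls, and the interaction was not tested without it. HES5 passed under 4 of its 8 alternatives. When the counts of both biopsies of each subject were summed, which does not depend on the region, 483 of 18954 genes had an FDR under 0.05 and 169 were DEGs, 102 up-regulated and 67 down-regulated.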

As shown in Fig. 4a, only 23 DEGs were found to be common between the distal and proximal esophagus of achalasia patients. 

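Of the 260 DEGs of the libraries labelled distal and the 105 of those labelled proximal, 36 were on both lists, all with the same direction, and by library name 41 were. The number of common DEGs was 88 with the Wald test of DESeq2 and 17 when only genes with at least 10 counts in every library were tested, the highest and lowest of the alternatives set in advance. Of the 36 genes, 1 had an FDR under 0.05 in the interaction test.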

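Of the 36 DEGs common to the libraries labelled distal and proximal, 20 were up-regulated and 16 down-regulated in achalasia. By library name, 24 of the 41 common DEGs were up-regulated and 17 down-regulated, and with DESeq2, shrunken fold changes and the regions of the library names 18 and 11 of 29.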

13 of these genes were up-regulated (Fig. 4b) and 10 were down-regulated (Fig. 4c). 

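CPA3 (ENSG00000163751; chromosome 3, 148865296 to 148897203, hg38) encodes carboxypeptidase A3, a protease of mast cells. A lncRNA overlaps CPA3 on the opposite strand, so its counts are uncertain. It rose from 2.16 ± 1.35 CPM (SD, n = 8 controls) to 7.03 ± 4.21 CPM (SD, n = 14 achalasia subjects) in the libraries labelled distal, a log2 fold change of 1.70 (standard error 0.413, edgeR adjusted p = 0.0205). It also rose from 3.32 ± 2 to 9.78 ± 6.04 CPM in those labelled proximal, a log2 fold change of 1.55 (standard error 0.385, edgeR adjusted p = 0.0415). MAMDC2 (ENSG00000165072; chromosome 9, 70043848 to 70226972), which a lncRNA overlaps on the opposite strand so that its counts are uncertain, fell from 4.92 ± 2.46 to 1.02 ± 0.537 CPM in the libraries labelled distal (log2 fold change -2.28, standard error 0.283, edgeR adjusted p = 8.32e-05), where all 14 achalasia libraries were below every control. It fell from 6.43 ± 4.3 to 1.59 ± 0.876 CPM in those labelled proximal (log2 fold change -2.02, standard error 0.336, edgeR adjusted p = 0.00463), and 8 of 14 were below every control. CAPN6 (ENSG00000077274; chromosome X, 111245099 to 111270483), which encodes a calpain, rose from 0.763 ± 0.451 to 2.05 ± 0.904 CPM in the libraries labelled distal (log2 fold change 1.40, standard error 0.318, edgeR adjusted p = 0.0164). Its levels also rose from 1.43 ± 0.651 to 4.54 ± 2.45 CPM in those labelled proximal (log2 fold change 1.67, standard error 0.302, edgeR adjusted p = 0.0066). By library name, the adjusted p values of the 3 genes were between 5.52e-05 and 0.042. The interaction test gave no sign that these effects differ between regions (edgeR adjusted p = 0.781 for CPA3, 0.582 for MAMDC2 and 0.794 for CAPN6).

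The mast cell tryptase genes TPSAB1 and TPSD1 are neighbours on chromosome 16 and near-identical to other tryptase genes, among which reads could be split. TPSAB1 (ENSG00000172236) had a log2 fold change of 2.00 (standard error 0.354, edgeR adjusted p = 0.00441) in the libraries labelled distal and of 0.57 (standard error 0.326, edgeR adjusted p = 0.36) in those labelled proximal. TPSD1 (ENSG00000095917), with 3 counts or fewer in 7 of the 22 libraries of each set, had log2 fold changes of 2.33 (standard error 0.605, edgeR adjusted p = 0.0281) and 1.22 (standard error 0.649, edgeR adjusted p = 0.327). By library name, TPSAB1 and TPSD1 passed in the proximal set (edgeR adjusted p = 0.0025 and 0.0229) and not in the distal set (0.327 and 0.323).

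**Figure D2:**
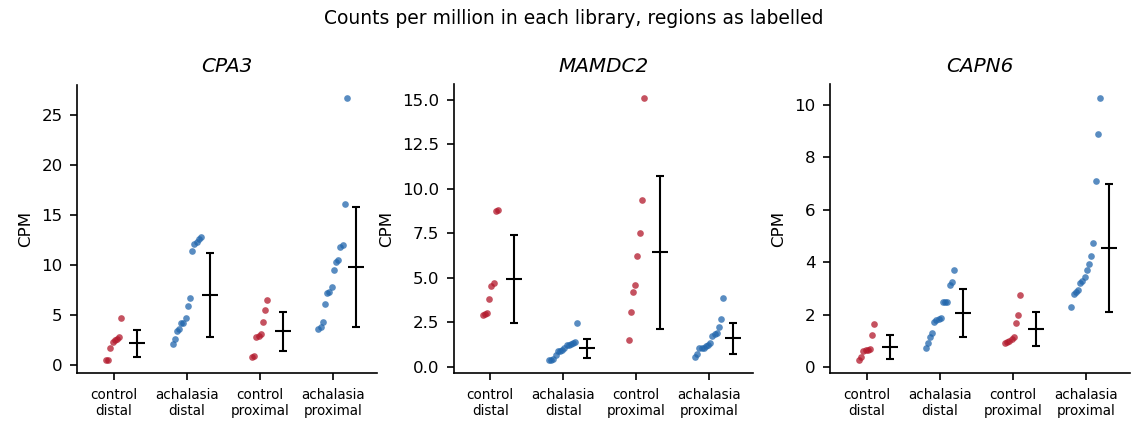
CPM of CPA3, MAMDC2 and CAPN6 in each library (points; controls red, achalasia blue) by labelled region, with the mean and SD of each group. MAMDC2 in the 14 achalasia libraries labelled distal reaches at most 2.43 CPM, below the lowest control at 2.89 CPM.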

Examples of common DEGs include *CPA3*, *MAMDC2*, and *CAPN6*. 

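A total of 224 DEGs of the libraries labelled distal were not DEGs in those labelled proximal, 148 of them up-regulated and 76 down-regulated. Of these, 208 were tested in the libraries labelled proximal, 163 had the same direction there, 80 of them with an unadjusted p under 0.05, and 56 of the 224 had an FDR under 0.05 in the interaction test. By library name, 77 DEGs were found only in the distal set, 26 up-regulated and 51 down-regulated.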

42 DEGs were exclusive to the distal esophageal mucosa of achalasia patients (Fig. 4a): 18 of these DEGs were up-regulated (Fig. 4b) and 24 were down-regulated (Fig. 4c). The most significantly DEGs only in the distal esophagus include *IL-33*, *IFNε*, *LOX*, and *JUN*. 

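IL33 (ENSG00000137033; chromosome 9, 6215786 to 6257983, hg38) was 1.15 ± 0.656 CPM (SD, n = 8) in controls and 2.72 ± 2.15 CPM (SD, n = 14) in achalasia in the libraries labelled distal, which did not pass the threshold (log2 fold change 1.24, standard error 0.421, edgeR adjusted p = 0.0819). In those labelled proximal it rose from 1.74 ± 0.766 to 5.33 ± 3.4 CPM (log2 fold change 1.60, standard error 0.354, edgeR adjusted p = 0.021), and all 14 achalasia libraries were above the mean of the controls. IFNE (ENSG00000184995; chromosome 9, 21480839 to 21482313), a gene of a single exon inside the lncRNA MIR31HG on the same strand so that its counts are uncertain, had 3 counts or fewer in 7 of 22 libraries labelled distal and did not pass the count filter there. It rose from 0.109 ± 0.0661 to 0.9 ± 0.581 CPM in those labelled proximal (log2 fold change 2.93, standard error 0.496, edgeR adjusted p = 0.00511), with 13 of 14 achalasia libraries above every control. Of the controls labelled proximal, 7 of 8 had 3 counts or fewer of IFNE, so the size of this fold change is uncertain. LOX (ENSG00000113083; chromosome 5, 122063195 to 122078413), which overlaps SRFBP1 on the opposite strand so that its counts are uncertain, was 3.22 ± 2.68 CPM in controls labelled distal, with 1 control at 9.26 CPM and the next at 3.94 CPM, and 4.93 ± 2.28 CPM in achalasia (log2 fold change 0.61, standard error 0.356, edgeR adjusted p = 0.304). LOX rose from 3.03 ± 0.955 to 7.39 ± 3.83 CPM in the libraries labelled proximal (log2 fold change 1.28, standard error 0.297, edgeR adjusted p = 0.0274). JUN (ENSG00000177606; chromosome 1, 58776845 to 58784048) did not pass the threshold in the libraries labelled distal (log2 fold change 0.06, standard error 0.336, edgeR adjusted p = 0.936). It was at 80.6 to 153 CPM in 7 controls and 248 CPM in the other, and 140 ± 145 CPM (SD, n = 14) in achalasia. This mean rests on 1 achalasia library at 638 CPM, the only 1 of the 14 above the mean of the controls. It fell from 173 ± 82.5 to 67.6 ± 24.4 CPM in the libraries labelled proximal (log2 fold change -1.36, standard error 0.219, edgeR adjusted p = 0.00318). By library name, the distal log2 fold changes of IL33, IFNE, LOX and JUN were 1.58, 2.94, 1.27 and -1.37, with edgeR adjusted p values of 0.0315, 0.0045, 0.0317 and 0.00336, and in the proximal set IL33, LOX and JUN had adjusted p values of 0.0613, 0.28 and 0.926. The interaction test did not pass for IL33, IFNE or LOX (edgeR adjusted p = 0.7, 0.162 and 0.597). It passed under no alternative (lowest edgeR adjusted p = 0.623, 0.0937 and 0.45, highest 0.99, 0.393 and 0.903).

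**Figure D3:**
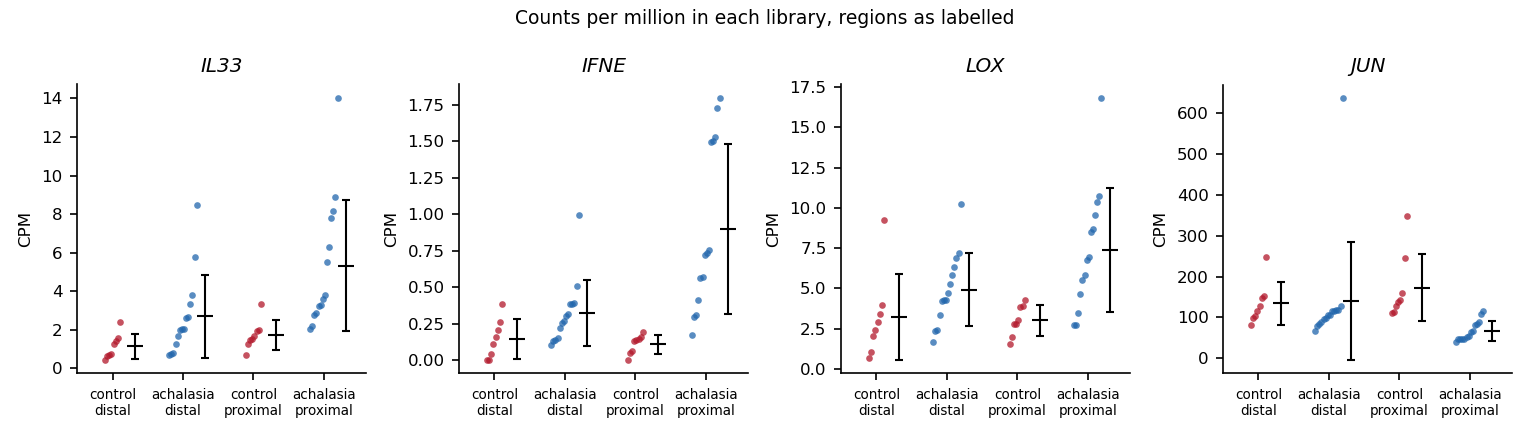
CPM of IL33, IFNE, LOX and JUN in each library (points; controls red, achalasia blue) by labelled region, with the mean and SD of each group. IFNE in controls labelled proximal is at most 0.197 CPM, and 1 achalasia library labelled distal reaches 638 CPM of JUN.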

On the other hand, 97 genes were uniquely differentially expressed in the proximal esophageal mucosa of achalasia patients (Fig. 4a): 68 of these genes were up-regulated (Fig. 4b) and 29 were down-regulated (Fig. 4c). This includes change in expression in *CDH16*, *HES5*, *IGFBP3* and *FGF14*.

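A total of 69 DEGs of the libraries labelled proximal were not DEGs in those labelled distal, 23 of them up-regulated and 46 down-regulated. Of these, 67 were tested in the libraries labelled distal and 58 had the same direction there, 34 of them with an unadjusted p under 0.05. In the interaction test 9 of the 69 had an FDR under 0.05. By library name, 252 DEGs were found only in the proximal set, 167 up-regulated and 85 down-regulated.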

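CDH16 (ENSG00000166589; chromosome 16, 66908122 to 66918917, hg38) rose from 3.2 ± 1.31 CPM (SD, n = 8) to 10.9 ± 7.67 CPM (SD, n = 14) in the libraries labelled distal (log2 fold change 1.76, standard error 0.37, edgeR adjusted p = 0.0105). Its rise from 4.08 ± 1.31 to 9.28 ± 5.52 CPM in those labelled proximal did not pass the threshold (log2 fold change 1.19, standard error 0.335, edgeR adjusted p = 0.0727). HES5 (ENSG00000197921; chromosome 1, 2528745 to 2530263), a target of Notch signaling with uncertain counts because a lncRNA overlaps it on the opposite strand, rose from 0.56 ± 0.122 to 1.58 ± 0.783 CPM in the libraries labelled distal, where all 14 achalasia libraries were above every control (log2 fold change 1.47, standard error 0.278, edgeR adjusted p = 0.00592). In those labelled proximal it was 0.712 ± 0.214 CPM in controls and 0.92 ± 0.472 CPM in achalasia (log2 fold change 0.37, standard error 0.344, edgeR adjusted p = 0.595). IGFBP3 (ENSG00000146674; chromosome 7, 45912245 to 45921874) fell from 7.47 ± 4.52 to 2.9 ± 1.79 CPM in the libraries labelled distal (log2 fold change -1.37, standard error 0.36, edgeR adjusted p = 0.0303). Its decrease from 9.51 ± 6.86 to 4.96 ± 2.39 CPM in those labelled proximal, where 1 control was at 24.1 CPM and the next at 11.8 CPM, did not pass the threshold (log2 fold change -0.95, standard error 0.342, edgeR adjusted p = 0.153). FGF14 (ENSG00000102466; chromosome 13, 101710804 to 102402457), which overlaps ITGBL1 on the opposite strand so that its counts are uncertain, fell from 1.74 ± 0.947 to 0.37 ± 0.348 CPM in the libraries labelled distal (log2 fold change -2.21, standard error 0.414, edgeR adjusted p = 0.00549). It fell from 1.51 ± 0.681 to 0.662 ± 0.527 CPM in those labelled proximal (log2 fold change -1.21, standard error 0.409, edgeR adjusted p = 0.128). By library name, the 4 genes passed the threshold in the proximal set, with edgeR adjusted p values of 0.00941, 0.00298, 0.025 and 0.0041 in that order, and not in the distal set (0.0629, 0.653, 0.157 and 0.121). The difference between regions did not pass the interaction test for CDH16, HES5, IGFBP3 or FGF14 (edgeR adjusted p = 0.35, 0.0708, 0.373 and 0.103). HES5 passed it by library name (edgeR adjusted p = 0.027) and under 4 of its 8 alternatives in all, over which the adjusted p ranged from 0.0245 to 0.566. The other 3 genes passed under none, with lowest values of 0.0788 for CDH16, 0.226 for IGFBP3 and 0.0588 for FGF14.

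**Figure D4:**
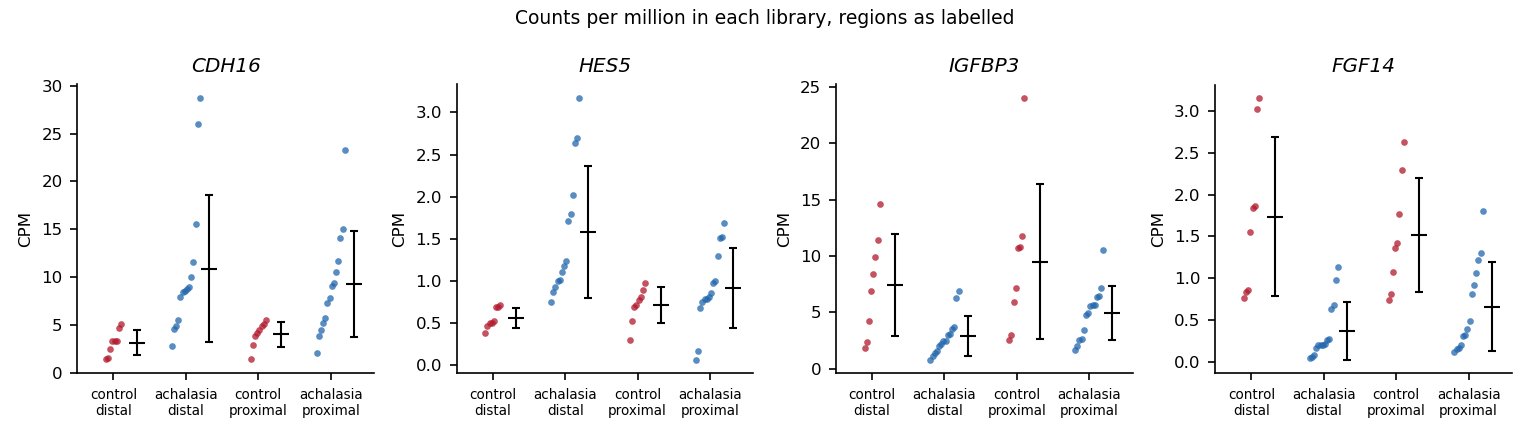
CPM of CDH16, HES5, IGFBP3 and FGF14 in each library (points; controls red, achalasia blue) by labelled region, with the mean and SD of each group. HES5 in the 14 achalasia libraries labelled distal is at least 0.746 CPM, above the highest control at 0.719 CPM.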

**Figure 4:**
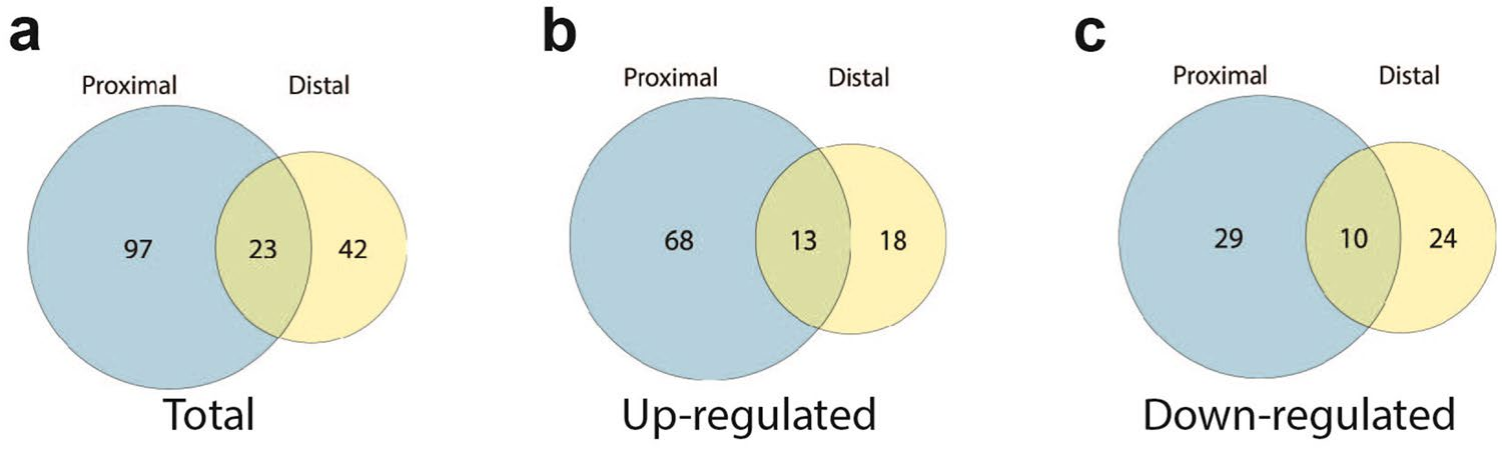
Regional differences in DEGS are observed in proximal and distal achalasia subjects. (**a**) Venn diagram showing overlap of total DEGs in the proximal and distal esophagus of dilated achalasia subjects. (**b**) Venn diagram showing overlap of up-regulated DEGs in the proximal and distal esophagus of achalasia subjects. (**c**) The overlap of down-regulated DEGs between proximal and distal esophagus of achalasia subjects is shown in a Venn diagram.

### Quantitative polymerase chain reaction (qPCR) validates DEGs in achalasia when compared to controls

To validate the DEGs identified by RNA-sequencing, we performed quantitative PCR (qPCR) on esophageal mucosal samples in a distinct cohort from that used for RNA-seq (4 controls, 23 achalasia patients). Table 1 shows the clinical characteristic of the enrolled subjects. Among the genes identified by RNA-sequencing, we selected 5 genes to be validated by qPCR: the mast cell specific protease *carboxypeptidase* (*CPA3*), the cytokine *interleukin 33* (*IL-33*), the type 1 interferon family member *interferon epsilon* (*IFNε*), *the antiviral response gene MAM domain containing 2* (*MAMDC2*) and the cell adhesion molecule *cadherin 16* (*CHD16*). As shown in Fig. 5a, CPA3 mRNA expression levels were significantly up-regulated in the distal mucosa of achalasia subjects compared to controls, but not in the proximal esophagus. On the other hand, the cytokine IL-33, known to activate target cells such as mast cells and type 2 innate lymphoid cells^15^, had significant increased mRNA expression levels in the proximal esophageal mucosa of achalasia patients, but this change was not significant in the distal esophagus (Fig. 5b). We also observed that achalasia patients had a strong increase in mRNA expression levels of the type I interferon *IFNε,* in both the distal and proximal esophageal mucosa compared to controls (Fig. 5c). Interestingly, a significant increase in *CDH16*, an atypical member of the cadherin family^16^, was seen in both the proximal and distal esophageal mucosa of achalasia subjects compared to controls (Fig. 5d). Finally, we observed a significant decrease in *MAMDC2* in the proximal esophageal mucosa of achalasia patients compared to controls, but this change was not significant in the distal esophagus (Fig. 5e).

**Figure 5:**
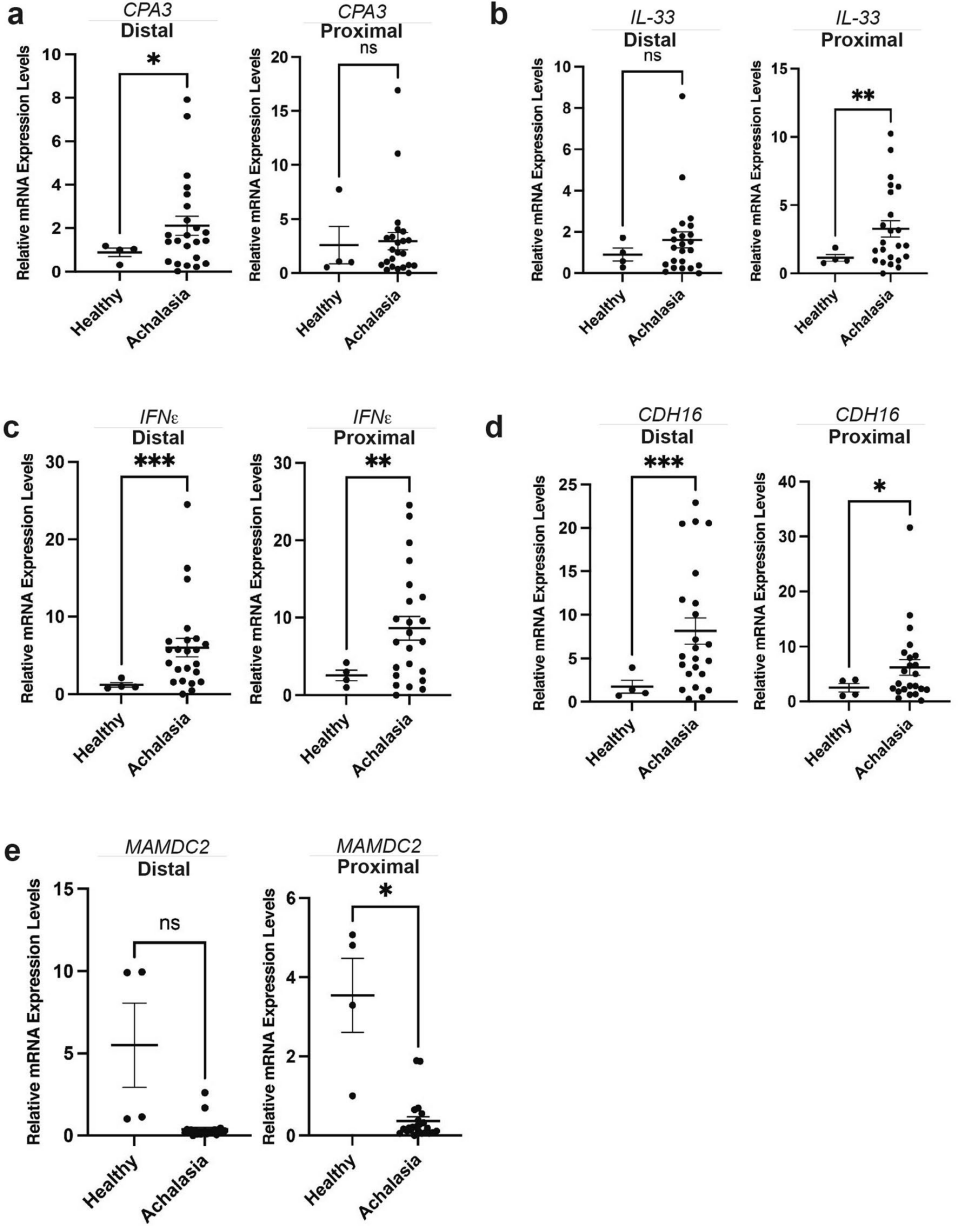
Using qPCR, mRNA expression levels of DEGs were determined in a validation cohort of achalasia. (**a**) *CPA3* is enriched in the esophageal mucosa of achalasia subjects in distal esophagus. *P < 0.02. (**b**) *IL-33* mRNA expression levels are increased in the proximal esophagus of achalasia subjects. **P < 0.005. (**c**) Increased *IFNε* is seen in both proximal and distal esophageal achalasia. **P < 0.002, ***P < 0.001. (**d**) The proximal and distal esophageal mucosa of achalasia is enriched for *CDH16*. *P < 0.05, ***P < 0.001. (**e**) Decreased *MAMDC2* is observed in the proximal esophageal mucosa of achalasia. *P < 0.05. n = 4 healthy control and 23 achalasia.

### Infiltration of intraepithelial leukocytes is detected in the esophageal epithelium of achalasia patients

Our RNA-seq and qPCR analyses showed changes in many genes associated with inflammation and immune cell infiltration in achalasia. We first examined the presence of immune cells by performing immunofluorescence to detect the leukocyte marker CD45 in human esophageal mucosal biopsies from achalasia and healthy subjects. As shown in Fig. 6, immunostaining and scoring for CD45 showed increased infiltration of intraepithelial leukocytes in the distal esophageal mucosa of achalasia subjects (Fig. 6b,c), compared to controls (Fig. 6a,c). A significant increase in the recruitment of intraepithelial leukocytes was also observed in the proximal esophageal mucosa of achalasia patients (Fig. 6e,f) compared to controls (Fig. 6d,f).

**Figure 6:**
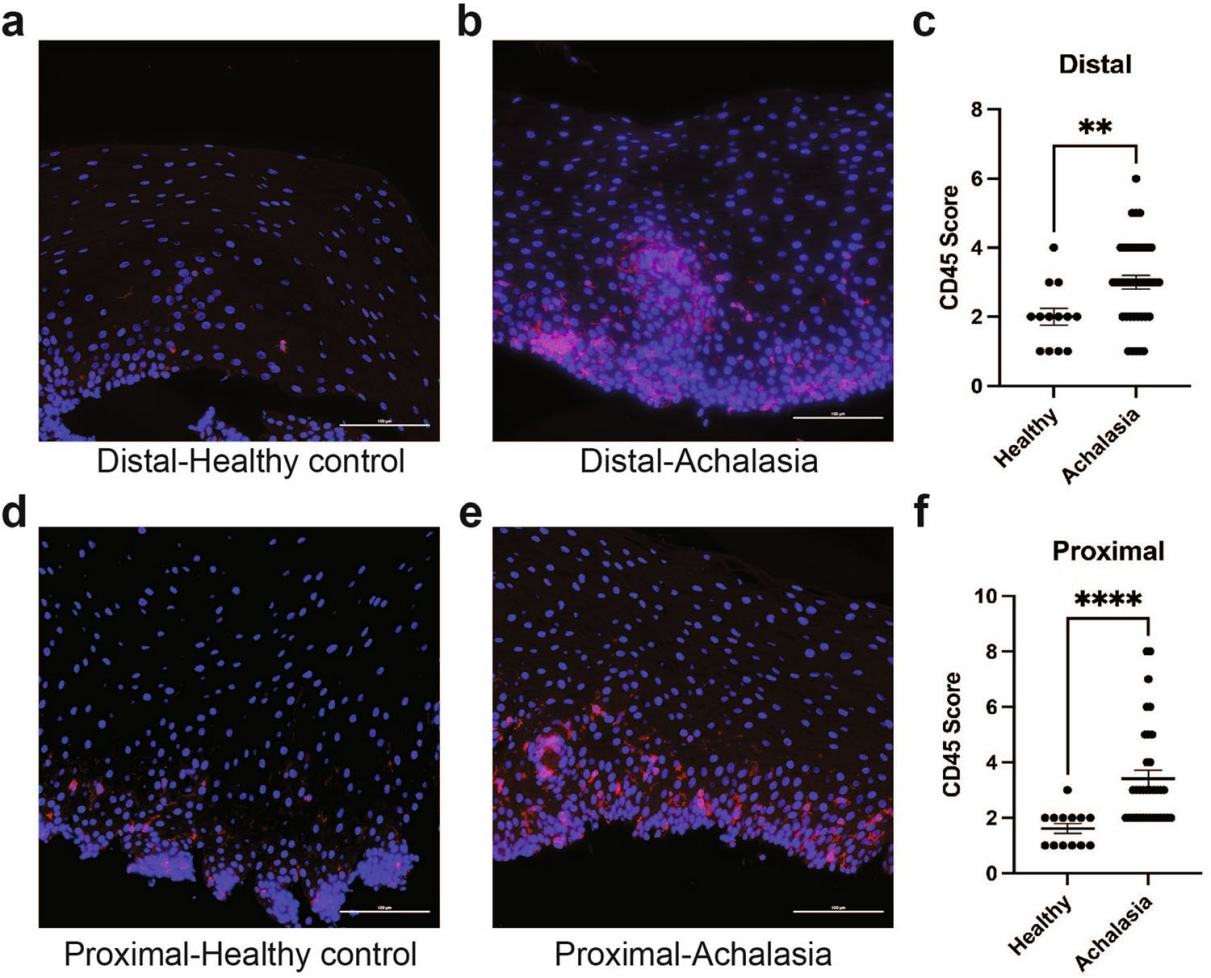
Increase infiltration of intraepithelial leukocyte in achalasia. (**a**,**b**,**d**,**e**) Representative immunofluorescence for the leukocyte marker CD45 (red) in the esophageal mucosa of achalasia subjects (**b**,**e**) compared to healthy control (**a**,**d**). Results from distal esophagus are shown in (**a**,**b**) as well as results from proximal esophagus are shown in (**d**,**e**). Dapi (blue) was used as a nuclear stain. Scale bars: 100 μm. (**c**,**f**) Column graph with individual values showing scoring for CD45+ intraepithelial leukocytes in distal (**c**) and proximal (**f**) esophageal mucosa of achalasia subjects compared to healthy controls. **P < 0.005, ****P < 0.0001. n = 12 healthy controls and 38 achalasia.

### Distinct changes in gene expression and differentially regulated pathways are observed in the proximal and distal esophagus of type I versus type II achalasia patients

Given that type I achalasia is usually a later phase of disease progression, we next determined differential gene expression between type I or type II achalasia and healthy controls, in both proximal and distal esophagus. As showed in Fig. 7a, we identified 501 DEGs (240 up-regulated and 261 down-regulated) in the distal esophagus of type I achalasia compared to healthy controls. For type II achalasia, we found 144 DEGs in distal esophagus; 77 of these DEGs were up-regulated and 67 DEGs were down-regulated (Fig. 7b). In the proximal esophagus of type 1 achalasia, we identified 329 DEGs (209 up-regulated and 120 down-regulated) (Fig. 8a). On the other hand, the type II achalasia had 294 DEGs (191 up-regulated and 103 down-regulated) in proximal esophagus (Fig. 8b). We then determined the number of DEGs that were common or exclusive to type I and type II achalasia. In distal esophagus, we found 86 DEGs to be common between type I and type II achalasia (Fig. 7c). A total of 415 DEGs were exclusive to type I achalasia (Fig. 7c): 194 DEGs were up-regulated (Fig. 7d) and 221 were down-regulated (Fig. 7e). We found 58 DEGs to be exclusive to type II achalasia (Fig. 7c). Of these 58 genes, 31 were up-regulated (Fig. 7d) and 27 were down-regulated (Fig. 7e). In proximal esophagus, a total of 156 DEGs were common to type I and type II achalasia (Fig. 8c): 110 were up-regulated (Fig. 8d) and 46 were down-regulated (Fig. 8e). A total of 173 DEGs were exclusive to type I achalasia (Fig. 8c). 99 of those genes were up-regulated (Fig. 8b) and 74 were down-regulated (Fig. 8e). Type II achalasia had a total of 138 DEGs (Fig. 8c): 81 genes were up-regulated (Fig. 8d) and 57 genes were down-regulated (Fig. 8e).

**Figure 7:**
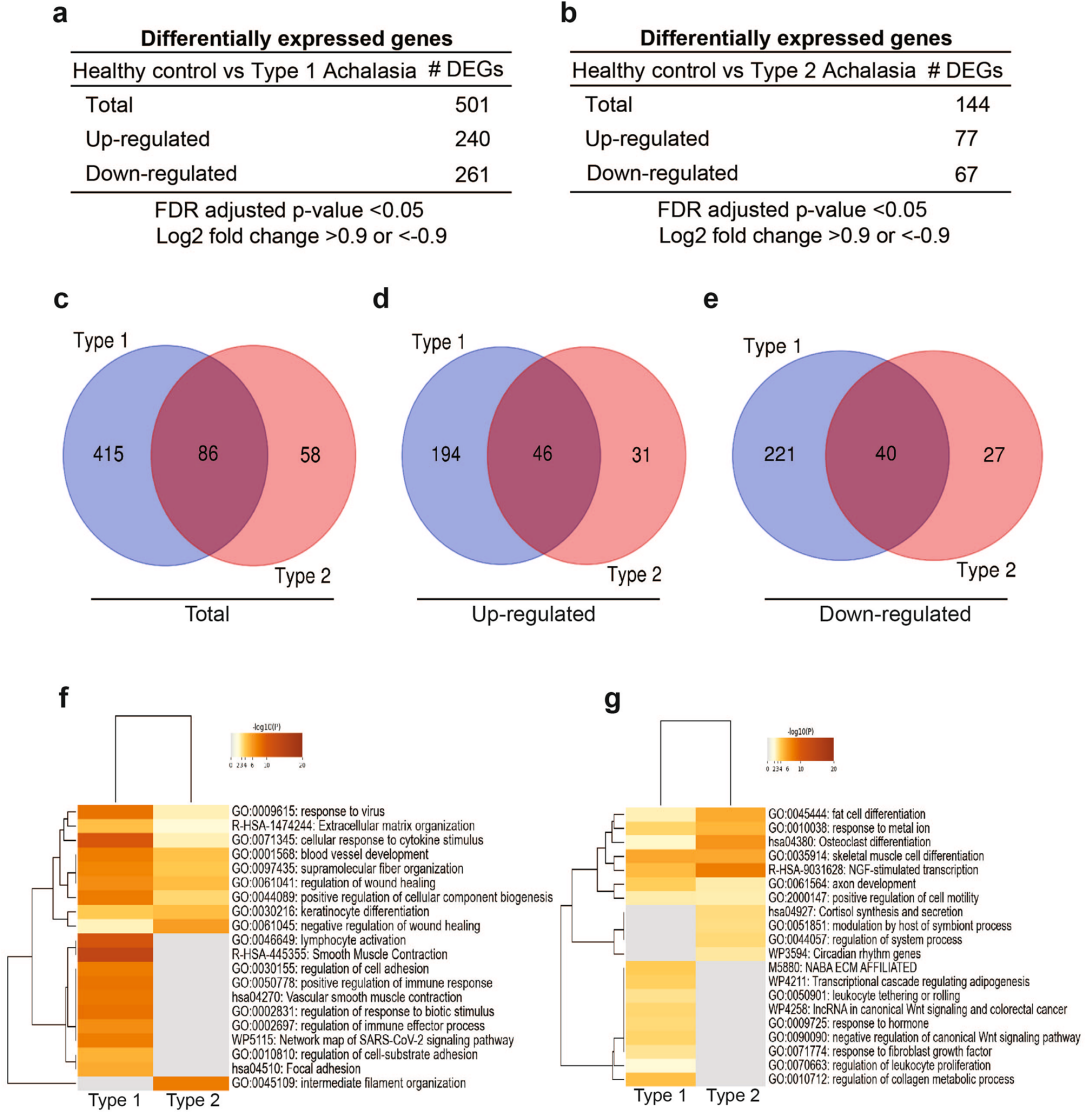
Differential gene expression analysis comparing changes in distal esophageal mucosa of type I and/or type II achalasia versus controls. (**a**) The number of differentially expressed genes (DEGs) in type I achalasia versus heathy controls based on a log2 fold change of 0.9 and FDR < 0.05. (**b**) Differentially expressed genes between type II achalasia and healthy controls were selected based on a log2 fold change of 0.9 and FDR < 0.05. (**c**) Venn diagram showing overlap of total DEGs in type I and type II achalasia subjects. (**d**) Venn diagram showing overlap of up-regulated DEGs between type I and type II achalasia subjects. (**e**) The overlap of down-regulated DEGs between type I and type II achalasia subjects is shown in a Venn diagram. (**f**,**g**) DEGs from each comparison were used to identify enrichment of functional pathways by Gene Ontology analysis. (**f**) A heatmap of the top up-regulated pathways is shown. (**g**) A heatmap of the top down-regulated pathways is shown.

**Figure 8:**
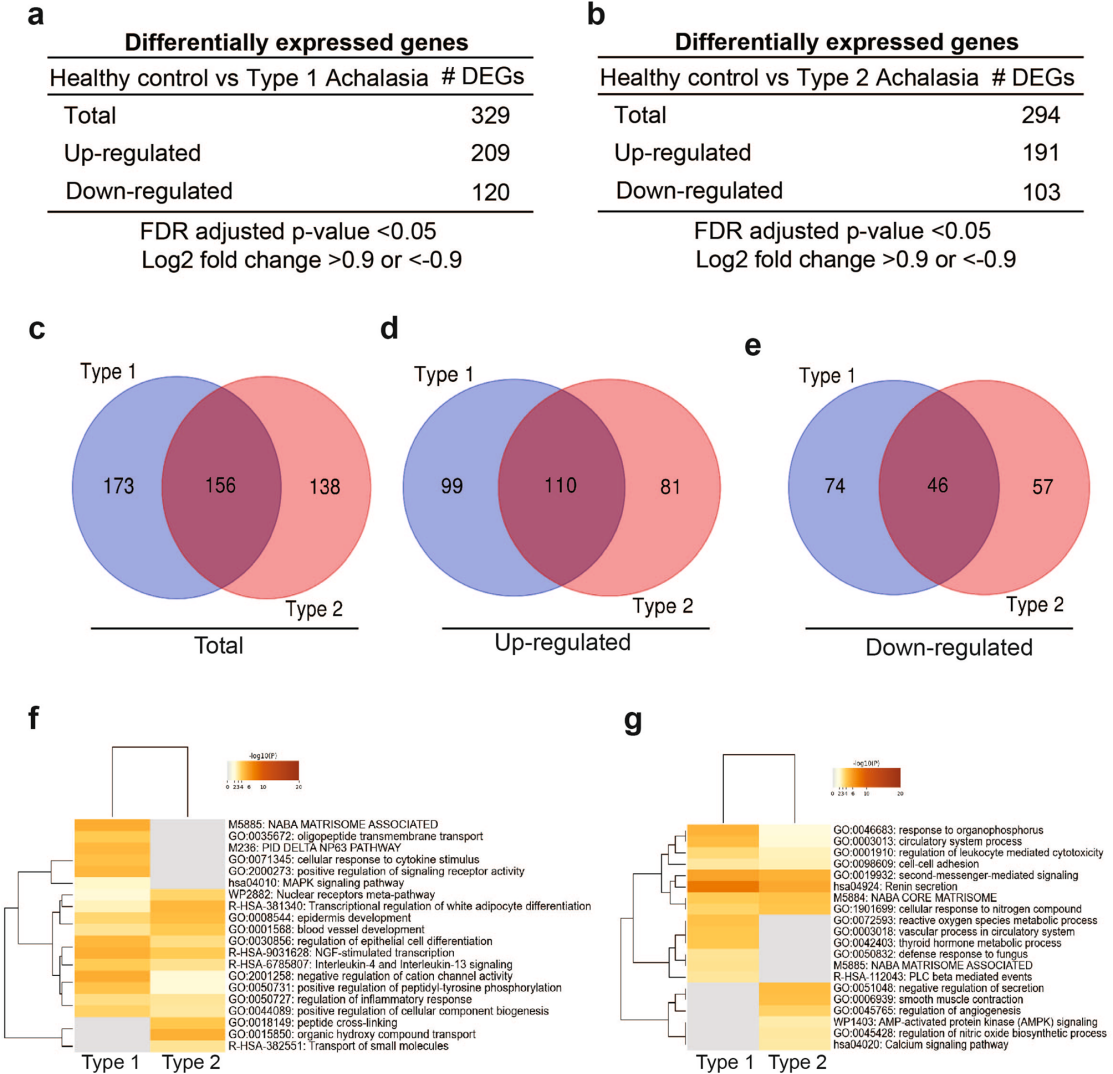
Comparison of differential gene expression analysis in proximal esophageal mucosa of type I and/or type II achalasia compared to healthy controls. (**a**,**b**) Differentially expressed genes in type I achalasia (**a**) or type II achalasia (**b**) versus healthy controls were selected based on a log2 fold change of 0.9 and FDR < 0.05. (**c**–**e**) Venn diagram showing overlap of DEGs in type I and type II achalasia subjects. (**c**) Total DEG is shown. (**d**) Up-regulated DEGs between type I and type II achalasia are illustrated. (**e**) Down-regulated DEGs between type I and type II achalasia are shown. (**f**,**g**) Gene ontology analysis using Metascape. (**f**) A heatmap of the top up-regulated pathways is shown. (**g**) A heatmap of the top down-regulated pathways is shown.

Lists of DEGs from type I achalasia and type II achalasia were used to perform Gene Set Enrichment Analysis using Metascape (Figs. 7f,g, 8f,g) and GSEA (Supplementary Figs. 3–6). As shown in Fig. 7f, pathways associated to lymphocyte activation, regulation of cell adhesion, smooth muscle contraction, positive regulation of immune response and focal adhesion were enriched in the distal esophagus of type 1 achalasia. We also found decreased gene regulation of genes associated to pathways related to extracellular matrix, leukocyte tethering or rolling, negative regulation of canonical Wnt signaling and regulation of leukocyte proliferation (Fig. 7g). In the distal esophagus of type II achalasia, we observed increased gene regulation in pathways related to intermediate filament organization and negative regulation of wound healing (Fig. 7f) and decreased expression of genes related to pathways such as fat cell differentiation, NGF stimulated transcription and regulation of system process (Fig. 7g). Analyses performed in proximal esophagus showed the enrichment of pathways related to matrisome, delta Np63 pathway, positive regulation of signaling receptor activity in type I achalasia (Fig. 8f). Decreased gene regulation of genes associated to reactive oxygen species metabolic process, defense response to fungus, matrisome associated and PLC beta mediated events was seen (Fig. 8g). In type II achalasia, increased expression of genes related to peptide cross-linking, organic hydroxy compound transport and transport of small molecules was observed (Fig. 8f). Analyses also showed decreased gene regulation of genes associated to pathways related to negative regulation of secretion, smooth muscle contraction and regulation of angiogenesis (Fig. 8g).

## Discussion

Over the past decades, transcriptome profiling has been a common approach used to characterize the molecular changes occurring in human disease, which has led to the identification of numerous molecular biomarkers and new therapeutic targets. This is the first study to evaluate transcriptomic changes in the esophageal mucosa of achalasia patients compared to healthy controls. We identified 65 DEGs in the distal esophageal mucosa and 120 DEGs in the proximal esophageal mucosa of achalasia patients. Among the differentially expressed genes, we identified distinct changes in cellular response induced by cytokine stimulus in distal esophageal achalasia biopsies. These findings are consistent with our knowledge of the pathophysiology of achalasia and its connection to inflammation. Persistent esophageal distension leads to food stasis and liquid residue that sometimes ferments causing bacterial overgrowth. Over time this predisposes to chronic inflammation and increases the risk of developing esophageal squamous cell cancer^3,4^. Furthermore, our study confirms the presence of esophagitis previously reported in histological studies of the esophageal mucosa in achalasia^17–19^, which we confirmed in our study as well.

Among the inflammation-related genes, our study indicates significant up-regulation of the mast cell peptidase CPA3 in the mucosa of achalasia patients. Interestingly, previous studies showed significant mast cell infiltration or a change in their distribution and degranulation in the LES muscle of achalasia patients compared to controls^20–22^. However, the significance of mast cell degranulation and infiltration in the LES of achalasia patients, as well as the function of intraepithelial mast cells compared to LES mast cells needs to be determined. Nonetheless, this suggests a potential role for mast cells in the pathogenesis of achalasia. Further supporting this idea, we observed increased expression of the cytokine *IL-33*, an alarmin generally expressed by esophageal epithelial cells, fibroblasts and endothelial cells^23^. IL-33 is released extracellularly upon stimulus and can activate mast cells^24^, eosinophils^25^, basophils^26^ and type 2 innate lymphoid cells^27^. IL-33 plays a role in sensing damage caused by inflammation and is reportedly important in the pathogenesis of eosinophilic esophagitis^28,29^ and reflux esophagitis^30,31^. Although our findings suggest an association between CPA3+ mast cells and IL-33 in the esophageal mucosa of achalasia, the lack of significant increase of *CPA3* in proximal esophagus also implies a role for IL-33 on other immune cell types in achalasia.

Our transcriptomic analyses also showed that genes associated with the defense response to virus are enriched in the distal esophageal mucosa of achalasia patients. Interestingly, a possible association between achalasia, the destruction of myenteric neurons and viral infection has been proposed, indicating a possible association between achalasia and viral infection. Potential viruses associated with achalasia include herpes simplex virus (HSV)-1, varicella-zoster virus (VZV), measles, mumps, and human immunodeficiency virus (HIV)^32^. Among the up-regulated genes associated to viral response was *IFNε*, a unique member of the type I interferon family which plays crucial role in innate and adaptive responses to viral infection^33^. In the lung mucosa, IFNε induced the infiltration of a functional/cytotoxic CD8+CD4+ T cell population subset^34^. In the esophageal mucosa of achalasia patients, CD4+ T cells are shown to be a predominant immune cell population^17,19^. The function of IFNε, and its impact on intraepithelial leukocyte activation in the esophagus and in achalasia is yet to be determined.

Significantly, our findings show molecular heterogeneity between proximal and distal mucosa in the esophagus of achalasia patients, with few shared genes that are differentially expressed when compared to healthy subjects. Thinking about the pathophysiology of achalasia, this heterogeneity makes sense. During disease progression, achalasia patients may develop massive dilatation of the esophageal body, subjecting the esophageal mucosa to significant mechanical stress. The distal esophageal mucosa gets more exposure to food stasis as the result of gravity. Given that the primary etiology of achalasia involves the lower esophageal sphincter and distal esophagus, studies characterizing changes in the esophageal mucosa in achalasia patients have focused mostly on the distal esophageal mucosa. However, our findings suggest that including separate analyses of the proximal esophageal mucosa could offer additional insights.

Our study also demonstrates transcriptomic differences between type I and type II achalasia, both in proximal and distal esophagus. Given that type I achalasia is believed to be a more advanced stage of achalasia compared to type II, with the presence of food stasis and dilatation^6^, it is not surprising that we observed a higher number of DEGs in type I achalasia compared to type II, when both compared to healthy controls. These changes in DEGs in type I achalasia also correlate with the enrichment of pathways associated to wound healing and the regulation of immune response. Furthermore, the gradual increase in a subset of genes and pathways from type II to type I achalasia strongly supports at the molecular level the concept of type I achalasia representing a progression of the disease from type II achalasia. These currents results are based on our current cohort of 4 type I achalasia patients and 9 type II achalasia patients and give strong support to continue investigating the molecular differences between type I and type II achalasia in a larger cohort, which will allow greater power to directly uncover the changes that occur in the progression from type I to type II achalasia.

One major limitation of studies involving patients with early-stage achalasia is the acquisition of esophageal biopsies, which are often limited to the epithelium. Furthermore, we have observed increased epithelial thickness in most achalasia subjects, resulting in partial absence of the basal cell layer in some of these biopsies, while others have presence of some lamina propria. This can introduce variability in gene expression. Furthermore, given the etiology of achalasia, performing analyses on LES and muscle biopsies in parallel with esophageal mucosal samples from the same patients would be extremely valuable and informative. Unfortunately, acquiring muscle tissue from achalasia subjects is usually done during myotomy surgery, thus limiting this option. Although bulk RNA-sequencing was helpful in providing an overview of gene expression analyses in the esophageal mucosa of type I and type II achalasia, it reflects the average gene expression across thousands of cells. Therefore, it is possible that cellular heterogeneity in the disease could be masked. Thus, combining our bulk transcriptomic findings with single cell transcriptomic analyses in the future could provide additional insights into the pathogenesis of achalasia.

In conclusion, our study demonstrated transcriptomic differences in the esophageal mucosa in type I and type II achalasia compared to control subjects. We also reported regional differences in the distal vs proximal esophageal mucosa of achalasia subjects.

## Methods

### Subject sample collection and processing

Thirty-seven patients with newly diagnosed type 1 or type 2 achalasia according to the Chicago Classification of esophageal motility disorders v4.0^35^ encountered at the Esophageal Center at Northwestern were included. Type 3 achalasia patients were excluded because the spastic contractions in type 3 achalasia have unique physiology independent of bolus retention and sphincter function. Patients were also excluded if they had previously been treated for achalasia with pneumatic dilation, Heller’s myotomy, or PerOral Endoscopic Myotomy (POEM). All achalasia patients underwent endoscopy, HRM, barium esophagram, and functional luminal imaging probe (FLIP) Panometry. A subject’s esophagus was considered dilated when the esophageal width measured ≥ 5 cm on barium esophagram. All procedures using human tissue received approval from the Northwestern Institutional Review Board (STU00208111) and all methods were performed in accordance with the relevant guidelines and regulations. Informed consent was obtained from all subjects/legal guardians.

Healthy, asymptomatic (ie, free of esophageal symptoms including dysphagia, heartburn, and chest pain), adult volunteers, “controls”, were enrolled. Potential subjects were excluded for a previous diagnosis of esophageal, autoimmune, or eating disorders. Additional exclusion criteria included use of antacids or proton pump inhibitors, body mass index greater than 30 kg/m^2^, or a history of tobacco use or alcohol abuse. The controls underwent endoscopy, HRM, and FLIP, as previously described^36,37^.

For both patients and controls, esophageal mucosal biopsies were collected during sedated endoscopy through the Digestive Health Foundation Biorepository. Biopsies were collected from the distal and proximal esophagus, at 5 and 15 cm above the squamocolumnar junction, respectively. Briefly, for histology and immunostaining studies, tissue was fixed in neutral buffered formalin (Fisher Scientific, Hampton, NH) for 24 h, embedded in paraffin, and 4-μm sections were applied to positively charged slides. Slides were stained with hematoxylin and eosin, and images were captured on a Nikon Eclipse Ci-E microscope with a Nikon DS-Ri2 camera and NIS Elements software. For RNA studies, tissue was stored in RNA later and AllProtect (Thermo Fisher Scientific, Pittsburgh, PA) and stored at − 80 °C until RNA extraction.

### RNA isolation and quantitative PCR

Esophageal mucosal biopsies were homogenized prior to RNA extraction in RLT lysis buffer (Qiagen). Total RNA was extracted using the RNeasy kit according to the manufacturer’s instructions (Qiagen, Germantown, MD). The Maxima First-Strand complementary DNA Synthesis for Reverse-Transcription quantitative PCR kit (Thermo Fisher Scientific) was used for reverse transcription. Quantitative real-time PCR was performed using TaqMan Universal Master Mix (Thermo Fisher Scientific). TATA box binding protein or GAPDH genes were used as the internal control.

### Bulk RNA-sequencing

cDNA libraries were generated using the Tru-Seq Stranded mRNA-seq library prep (Illumina, San Diego, CA) following the manufacturer’s instructions. Sequencing was performed using Illumina HiSeq 4000 (Northwestern University NuSeq Core Facility). The quality of DNA reads, in fastq format, was evaluated using FastQC. Adapters were trimmed and reads of poor quality or aligning to rRNA sequences were filtered. The cleaned reads were aligned to the *Homo sapiens* genome (hg38) using STAR^38^. In conjunction with a gene annotation file for hg38 obtained from UCSC (University of California Santa Cruz; http://genome.ucsc.edu), read counts for each gene were calculated using HTSeq-count^39^. DESeq2 was used to determine normalization and differential expression^40^. The cutoff for determining significantly differentially expressed genes was an FDR-adjusted p-value less than 0.05. RNA-seq was deposited in Gene Expression Omnibus (GEO #201699) and can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201699. A multivariate principal component analysis (PCA) was carried out on the entire dataset to reduce data dimensionality and to assess clustering. Gene ontology (GO) terms were identified using Metascape online platform (http://metascape.org)^41^ and GSEA (https://www.gsea-msigdb.org/gsea/index.jsp)^42,43^.

### Immunohistochemistry and immunofluorescence

Heat antigen retrieval (2100 Antigen Retriever, Electron Microscopy Sciences, Hatfield, PA) was performed for paraffin-embedded esophageal sections and slides were incubated with the following antibodies: 1:500 rabbit anti-CD45 (AB10558, Abcam, Cambridge, MA), 1:500 rabbit anti-CPA3 (HPA008689, Sigma). Species-specific secondary antibodies were added, and detection was performed as previously described^44^. For fluorescent labeling, Alexa Fluor™ 488 (#A32814, Thermo Fisher Scientific) was used. Dapi was used as a nuclear stain. CD45 staining was scored based on (1) the percent surface area covered by positive cells on a scale from 0 to 4 (0 = none, 1 = 1–25%, 2 = 26–50%, 3 = 51–75%, 4 = 76–100%) and (2) localization of positive cells in the epithelium on a scale from 1 to 4 (1 = localized around the papilla, 2 = slightly away from papilla, 3 = away from papilla and at another location in epithelium, 4 = throughout the epithelium). Scoring for CPA3 was done by counting the number of positive cells per high power field. Scoring was done by two blinded investigators. Images were captured on a Nikon Eclipse Ci-E microscope with a Nikon DS-Ri2 camera and NIS Elements software.

### Statistical analyses

Results are expressed as mean ± SEM, with statistical differences performed on normalized values between experimental conditions established at 95% confidence. The Welch’s t-test was used to indicate statistical difference between groups. All statistics were performed using Graph Pad Prism version 9.2.0 (Graph Pad software, San Diego, CA).

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

RNA-seq was deposited in Gene Expression Omnibus (GEO #201699) and can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201699.

# Supplementary material for: RNA-sequencing reveals molecular and regional differences in the esophageal mucosa of achalasia patients
**Source:** Sci Rep. 2022 Nov 30;12:20616. doi: 10.1038/s41598-022-25103-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary Figure 1.** **Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between achalasia and healthy controls in distal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

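Gene set enrichment analysis asks whether the genes of a predefined set occur among the genes that differ between groups, here achalasia and controls, more than chance would give. The paper's text states that the differentially expressed genes were used for it. Gene ontology biological processes are sets of genes that share an annotated process, and sets often share genes, so that neighbouring terms are not independent results. The gene sets and the enrichment are not analysed here.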

**Supplementary Figure 2. Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between achalasia and healthy controls in proximal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

**Supplementary Figure 3. Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between type I achalasia and healthy controls in distal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

**Supplementary Figure 4. Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between type II achalasia and healthy controls in distal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

**Supplementary Figure 5. Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between type I achalasia and healthy controls in proximal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

**Supplementary Figure 6. Gene Set Enrichment Analysis (GSEA) for gene ontology (GO) between type II achalasia and healthy controls in proximal esophagus.** The top terms of biological processes in GO enrichment analysis are shown.

# Supplementary material for: RNA-sequencing reveals molecular and regional differences in the esophageal mucosa of achalasia patients
**Source:** Sci Rep. 2022 Nov 30;12:20616. doi: 10.1038/s41598-022-25103-7
**Supplement:** Supplementary file 2 — Supplementary Tables.

**Supplementary Table 1. Genes differentially expressed in distal esophagus of achalasia vs. healthy control**

**Supplementary Table 2. Genes differentially expressed in distal esophagus of achalasia vs. healthy control**

**Supplementary Table 3. Genes differentially expressed in distal esophagus of type 1 achalasia vs. healthy control**

**Supplementary Table 4. Genes differentially expressed in distal esophagus of type 2 achalasia vs. healthy control**

**Supplementary Table 5. Genes differentially expressed in proximal esophagus of type 1 achalasia vs. healthy control**

**Supplementary Table 6. Genes differentially expressed in proximal esophagus of type 2 achalasia vs. healthy control**

How the deposited data were processed for this re-analysis (not part of the article)

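Esophageal mucosal biopsies of 8 healthy controls and 14 achalasia subjects were measured by bulk RNA-seq, with 1 distal and 1 proximal biopsy per subject and 44 libraries in all. The authors prepared stranded mRNA libraries, trimmed adapters, filtered reads of poor quality and rRNA reads, aligned to hg38 with STAR and counted reads per gene with HTSeq-count. The deposited counts are whole numbers that were not normalized. Genes of the mitochondrial chromosome held 0.0% of the counts in every library, so totals and CPM rest on the other genes. The paper's text does not say whether such reads were removed or not counted. The strand setting of the counting is not stated. The counts of named genes that overlap another gene on either strand, or have near-identical copies, are therefore uncertain. These are CPA3, MAMDC2, IFNE, LOX, HES5, FGF14, DZIP1, SLITRK5, RECQL4, SORCS2, TPPP3, FOSB, IRAG2, GGT1, MMP9, TPSAB1, TPSD1, APOBEC3A, PTPRC, DES, MYH11, LMOD1, COL1A1, COL1A2, COL3A1, VWF, PECAM1 and VIM. The genes carry Ensembl identifiers, while the methods name a UCSC annotation. Of the identifiers, 57754 were matched to GENCODE 44, from which names, coordinates and the GC content of the exons were taken. Library totals and the CPM that 3 counts correspond to are given at the first result.

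Disease was taken from the sample labels. The region was taken from the titles, and the subject codes in the titles gave the pairing of the biopsies. Since the names of the libraries give the opposite region for 42 of the 44 libraries, the counts of genes, the fold changes, the interaction and the PCA were also computed with the regions of the library names. The other splits of the subjects, the thinned counts, the interaction test of genes found in 1 region only and the comparisons of libraries of low or high GC slope were computed with the regions of the titles only. The achalasia types were not assigned to libraries, so comparisons between types are not analysed here, nor are the gene sets of the pathway analyses, the PCR and the staining.

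Each region was compared with edgeR 4.0.16 under R 4.3.3 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment over the genes tested in that comparison). DEGs had an FDR under 0.05 and a log2 fold change above 0.9 or below -0.9. Standard errors of log2 fold changes were derived from the test statistic. The interaction of disease and region, and the region itself, were tested in 1 model over all 44 libraries with the subject as a block. The counts of both biopsies of a subject were also summed and tested as 22 profiles. PCA used the 500 genes of highest variance after the variance-stabilizing transformation of DESeq2 1.42.0, and the separation of groups was tested by exact permutation over all 319770 splits into 8 and 14 libraries. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

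The genes named are those the paper's text names from RNA-seq, the 3 genes of smallest adjusted p per labelled region and direction that are DEGs and are listed in Supplementary Table 1 or 2, the genes of these tables whose description carries a word of a pathway named in the text, and marker genes of smooth muscle, stroma and leukocytes. This rule, the tests and the following alternatives were fixed before the data were examined: the regions of the library names, the Wald test of DESeq2, DESeq2 with shrunken fold changes (alone and together with the regions of the library names), the size factors of DESeq2 in edgeR, edgeR log2 CPM or all genes in the PCA, no low-count filter (at least 1 count), at least 10 counts in every library, 1 surrogate variable (sva 3.50.0), a stromal score of 8 genes as a covariate, no subject block, and leaving out the 1 achalasia subject whose titles and library names give the same regions. The corrections for GC content and the comparisons of libraries of low or high GC slope were chosen after seeing the data. The GC correction fitted a smooth of each library's log2 CPM (prior count 2) on exon GC content, over genes with a mean log2 CPM of at least 1, and entered it as an offset.

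The methods were tested on simulated counts with 200 changed genes. The edgeR test recovered 98% of them with 6.22% false calls, the DESeq2 test 99% with 12.4%, and the interaction test 80.5% with 4.73%. With GC bias simulated in 4 of 14 libraries, edgeR recovered 96% with 5.42% false calls, and with the GC offset 96% with 1.03%. Libraries of a condition were checked for identical or duplicate counts, and 0 of the pairs were identical.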

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

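The comparison of the interaction and of the region effect with the GC-content offset, the comparison of both biopsies of a subject for smooth muscle genes, and the comparison of outlying controls with their other biopsy were tests chosen only after the result was seen.

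In 12 of 62 groups of 8 control libraries, for the named genes, the highest control lay far from the others, against 3.1 groups that chance would give. The gap to the next control, as a share of the range, was 0.707 for APOBEC3A, 0.568 for JUN, 0.621 for LOX, 0.748 for MMP17, 0.546 for SORCS2 and 0.547 for TPPP3 among controls labelled distal. Among controls labelled proximal it was 0.618 for DDIT4, 0.571 for IGFBP3, 0.699 for MMP9, 0.625 for SLITRK5, 0.576 for SORCS2 and 0.612 for TPPP3, with a critical value of 0.526. At most 2 of the 12 came from 1 library. On the log2 scale, 1 of the 12 groups was still past the critical value (MMP17, 0.601), so the skew of CPM may account for most of them. In 5 of the 12, the same control was also the highest in the other biopsy, from which a level of the subject cannot be told apart from the other explanations. No biological explanation was tested.

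The effect of achalasia differed between the biopsies labelled distal and proximal for 1620 genes (1085 larger and 535 smaller in the libraries labelled distal). Of the 30 splits of the subjects drawn, the real one included, 2 gave as many genes, the largest drawn giving 1974. That split had 7 achalasia subjects in its group of 14, so most controls were in that group and it was not clear of disease. The other drawn splits gave 0 genes, those with 7 achalasia subjects in the group of 14 included. The splits therefore do not show whether a grouping unrelated to disease could give this number. With the GC-content offset, 14.3% of the 1620 genes passed, which is consistent with GC content bias as the source of most of them, though GC bias was not simulated for this test. Among the 40 named genes tested, 5 had an interaction FDR under 0.05 in edgeR's test, with log2 fold changes of 1.18 for JUN, 1.5 for TPPP3, 3.01 for FOS, 1.30 for TPSAB1 and -0.70 for PTPRC. JUN and FOS were highest, at 638 and 702 CPM, in the same achalasia library labelled distal, and were not tested without it. None of the 5 passed with the GC-content offset (edgeR's adjusted p from 0.0732 for FOS to 0.341 for TPSAB1), and without the subject block 1 did. With the offset, the log2 fold changes were 2.89 for FOS, 0.996 for JUN, 1.10 for TPPP3, 0.75 for TPSAB1 and -0.43 for PTPRC. Those of FOS and JUN moved by less than their standard errors without the offset (0.803 and 0.296). For these genes, falling past the threshold does not show GC content as the source. By library name 5 passed, and 2 with the offset as well. Over all alternatives, the adjusted p of the 5 genes ranged from 1.25e-61 (FOS) to 0.362 (TPSAB1). The lowest value came from edgeR's test without the low-count filter. There the log2 fold change of FOS was 3.00, near that with the filter, while its standard error was 0.174 against 0.803. For all genes, 2452 passed by library name, and 3143 without the subject whose labels give the same regions. The splits were not repeated for these alternatives. The number of genes is therefore not told apart from GC content bias, and whether the grouping of the subjects alone could give it was not settled.

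Within subjects, 8273 of 17807 genes differed between the libraries labelled distal and proximal at an FDR under 0.05, a comparison the paper does not report. Of 30 exchanges of the biopsies drawn, the real one included, 1 gave as many. With the GC-content offset the number was 63.3% of that without it, so a part of the difference may come from GC content, while 5239 genes passed with the offset, so GC content as modelled does not account for the whole difference.

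In 7 of the 28 achalasia libraries, the mean log2 CPM of DES, ACTG2, MYH11 and LMOD1 was more than 1 above every control (controls -2.47 to -1.62, highest achalasia library 8.79). These were 2 libraries labelled distal and 5 labelled proximal, from 7 subjects. A second list of 5 smooth muscle genes, fixed before it was tested, was above every control in 6 of the 7 libraries and in 0 of the 21 others, so RNA from muscle below the mucosa is a candidate source. At the margin of 1, the scores were raised in both biopsies of 0 subjects. Without the margin, both biopsies of subject achalasia 4 were above every control (3.16 labelled distal and -1.34 labelled proximal). With few raised libraries and this dependence on the margin, a change of the mucosa shared by both biopsies is not decided. The mean over subjects of the higher score of both biopsies differed between achalasia and controls by 2.82 (exact permutation p = 0.0348).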

How the results depend on the processing

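The alternatives with the GC-content offset and with the libraries of low or high GC slope, and the tests made with them, were chosen only after the result was seen. In each sentence, the values are in the order labelled distal and labelled proximal where 2 are given.

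Of 1054 comparisons of a named gene with an alternative set in advance, the marker genes included, 911 kept their direction and side of the threshold, 48 were weaker, 47 were stronger and 48 reversed. With the size factors of DESeq2 in edgeR, 117 of 117 kept both, and with at least 10 counts in every library 82 of 82 did. The regions of the library names changed most, with 15 weaker, 15 stronger and 18 reversed of 76, the results with both biopsies summed not depending on them. For the alternatives chosen after seeing the data, weaker, stronger and reversed were 6, 3 and 2 of 117 with the GC-content offset and 13, 12 and 18 of 76 with library names as well. With the libraries of high GC slope they were 11, 6 and 8 of 74 (22, 3 and 9 with the offset), and with those of low GC slope 4, 3 and 4 of 74 (5, 4 and 3 with the offset).

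With the regions of the library names, 280 and 1194 genes had an FDR under 0.05 and 118 and 293 were DEGs. The Wald test of DESeq2 gave 1540 and 664 genes and 425 and 251 DEGs. DESeq2 with shrunken fold changes gave 1529 and 642 genes and, for the libraries labelled distal, 155 DEGs. Together with the regions of the library names, shrunken fold changes gave 1937 genes in the proximal comparison and 96 and 180 DEGs. Without the low-count filter 494 genes and with the stromal score 384 genes passed among the libraries labelled distal, and with at least 10 counts in every library there were 138 and 58 DEGs. The common DEGs were 88 with the Wald test and 17 with at least 10 counts in every library. With both biopsies summed, the Wald test gave 301 DEGs and shrunken fold changes 87. The genes with an FDR under 0.05 in the summed counts, 483 in edgeR's test, were 987 with the Wald test and 964 with shrunken fold changes. They were 1034 with 1 surrogate variable and 272 without the low-count filter. The other alternatives set in advance gave between 324 and 609. The cause was not tested.

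The GC-content offset gave 167 DEGs among libraries labelled distal. With the regions of the library names and this offset, 302 and 1041 genes passed and 118 and 212 were DEGs. Against all controls, the 10 and 9 achalasia libraries of low GC slope gave 572 and 4431 genes (132 and 467 DEGs), and with the offset 540 and 1767 (122 and 300 DEGs). The 4 achalasia libraries labelled distal of high slope gave 8309 genes and 2599 DEGs, and with the offset 2202 and 584. The 5 labelled proximal of high slope gave 69 DEGs, and with the offset 14 genes and 12 DEGs, with 4 DEGs common to both regions.

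The interaction was tested with the subject block, and the biopsies of a subject deviated together, with a mean correlation of 0.395. Without the block, 144 genes had an interaction FDR under 0.05. With the regions of the library names 2452 did, and without the subject whose labels give the same regions 3143 did. With the block and the GC-content offset 296 genes passed, and 718 with the regions of the library names as well. The region effect within subjects gave 5239 genes with the block and the offset.

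Among the named genes other than the markers, the direction reversed for FOS, FOSB, JUN and NRARP. For FOS labelled distal, the log2 fold change was -3.56 with the regions of the library names, -0.50 with the Wald test of DESeq2, -0.24 with shrunken fold changes, -1.31 with shrunken fold changes and library names, and -3.53 with the GC-content offset and library names. FOS labelled proximal was 1.22 with library names and 1.21 with the offset as well. FOSB labelled distal was -4.35 with library names, -1.62 with shrunken fold changes as well and -4.31 with the offset as well, and FOSB labelled proximal 0.15, 0.053 and 0.082 in the same order. JUN labelled distal was -1.37 with library names, -0.38 with the Wald test, -0.35 with shrunken fold changes, -1.13 with shrunken fold changes and library names, -0.0053 with the stromal score, -0.023 with the offset and -1.35 with the offset and library names. JUN labelled proximal was 0.066 with library names. With the 4 achalasia libraries labelled distal of high GC slope, FOS, FOSB and JUN were -2.14, -1.74 and -0.31, and -2.48, -2.23 and -0.73 with the offset, the first 2 genes with an FDR under 0.05 in both. NRARP labelled proximal was -0.49 with the libraries of low GC slope, with an FDR under 0.05, and -0.26 with the offset as well. Depth limits IFNE, which had 3 counts or fewer in 7 of the 22 libraries labelled distal and was not tested there, and in 8 of the 22 labelled proximal, 7 of them controls, so its fold change is uncertain. It also limits SLITRK5, with 3 counts or fewer in 12 of those labelled distal.

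The direction of 10 marker genes also reversed, and none of the reversed values had an FDR under 0.05. With the regions of the library names, the log2 fold changes of COL1A2, COL3A1, LUM, PECAM1, VIM and PTPRC were 1.02, 0.86, 0.52, 0.24, 0.087 and 0.29 in the distal comparison and -0.14, -0.28, -0.28, -0.44, -0.36 and -0.46 in the proximal one. With shrunken fold changes and library names they were 0.42, 0.41, 0.30, 0.17, 0.070 and 0.22, and -0.10, -0.21, -0.20, -0.37, -0.32 and -0.39. With the GC-content offset and library names they were 0.97, 0.87, 0.39, 0.25, 0.11 and 0.15, and -0.045, -0.24, -0.20, -0.41, -0.35 and -0.34, and VWF in the proximal comparison was -0.088. With 1 surrogate variable, VWF labelled distal was -0.060, and LUM, PECAM1 and VIM labelled proximal were -0.029, -0.22 and -0.24. With the stromal score, which is made from genes that include the following, COL1A2, COL3A1 and LUM labelled distal were 0.18, 0.091 and 0.21, and PECAM1 and VIM labelled proximal -0.14 and -0.12. VWF labelled distal was -0.11 with the GC-content offset. With the achalasia libraries of high GC slope, MYH11 labelled distal was -0.027, and LUM, PECAM1, VIM and PTPRC labelled proximal were -0.063, -0.34, -0.41 and -0.11. The offset as well gave -0.36 for MYH11, -0.16 for COL1A1 and -0.094 for VWF labelled distal, and -0.30, -0.38 and -0.039 for PECAM1, VIM and PTPRC labelled proximal. The libraries of low GC slope gave 0.056 for LUM and -0.092 for VWF labelled distal and 0.15 for DCN labelled proximal, and with the offset 0.020 for COL1A2 and -0.12 for VWF labelled distal.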

Differences from the paper's values

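The tests of this part were set in advance, and the corrections for GC content and the comparisons of libraries of low or high GC slope were chosen only after the result was seen. The paper's gene counts and Supplementary Tables 1 and 2 are compared here with the libraries that carry the same region in their titles. Supplementary Table 2 is read as the proximal list, although its heading says distal. Differences of fold changes are set against the standard error of the log2 fold change.

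For genes with an FDR under 0.05 in the proximal comparison, the paper's number is 1896. The libraries labelled proximal gave 116 genes higher and 112 lower in achalasia, in total 2.3e+02 to 2 significant digits. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes and the regions of the library names gave 1937, within a factor of 1.5, and the others did not come within it. Chosen after seeing the values, the 9 achalasia libraries of low GC slope with the GC-content offset gave 1767.

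The paper's DEGs in the distal comparison are 65, with 31 up and 34 down, and the libraries labelled distal gave 260, with 168 up and 92 down. For the total and for the genes up, only DESeq2 with shrunken fold changes and library names came within a factor of 1.5 among the alternatives set before the data were examined (96 and 46). For the genes down, this alternative (50), shrunken fold changes alone (51), at least 10 counts in every library (48) and the stromal score (46) did and the others did not. The 10 achalasia libraries of low GC slope with the offset, chosen after seeing the values, gave 51 down. In the proximal comparison the paper has 81 DEGs up and 39 down, against 43 and 62 in the libraries labelled proximal. For the genes up, none of the alternatives set before the data were examined closed the gap, and the GC-content offset, chosen after seeing the values, gave 57. For the genes down, shrunken fold changes (50), shrunken fold changes with library names (58) and at least 10 counts in every library (35) closed it and the others did not. The 5 achalasia libraries of high GC slope, chosen after seeing the values, gave 34 down.

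The paper's DEGs common to both regions are 23, with 13 up and 10 down, against 36, 20 and 16 here. For the total, the alternatives set before the data were examined that came within a factor of 1.5 were shrunken fold changes (30), shrunken fold changes with library names (29), no low-count filter (33), at least 10 counts in every library (17) and the stromal score (29). For the genes up, shrunken fold changes with and without library names (18 in each), no low-count filter (16), 1 surrogate variable (19) and the stromal score (17) did. For the genes down, shrunken fold changes (12), shrunken fold changes with library names (11), the size factors of DESeq2 (15), at least 10 counts in every library (10), the stromal score (12) and leaving out the subject whose labels give the same regions (15) did. The remaining alternatives did not.

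The paper's distal-only DEGs are 42, with 18 up and 24 down, against 224, 148 and 76 here. None of the alternatives set before the data were examined closed the gap for the total. The regions of the library names alone did for the genes up (26), and the stromal score alone for the genes down (34). Chosen after seeing the values, the achalasia libraries of low GC slope gave 34 down, and 35 with the offset. The paper's proximal-only DEGs are 68 up and 29 down, against 23 and 46 here. For the genes up, only the Wald test of DESeq2 closed the gap among the alternatives set before the data were examined (84), and for the genes down shrunken fold changes (38) and at least 10 counts in every library (25) did. The GC-content offset with library names gave 98 up and the offset alone 41 down, both chosen after seeing the values.

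PC1 of the distal libraries holds about 25% of the variance in the paper's Fig. 2c, read by eye, and held 16.4% here. Of the alternatives set before the data were examined, the regions of the library names (20.2%), all genes passing the count filter (26%) and leaving out the subject whose labels give the same regions (17.6%) came within a factor of 1.5, and edgeR log2 CPM did not.

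Of 38 log2 fold changes of named genes in the paper's Supplementary Tables 1 and 2, 23 differed from those here by more than the standard error or in sign. Over the alternatives set before the data were examined, 0 of 38 differed with DESeq2, shrunken fold changes and the regions of the library names. With shrunken fold changes by title 26 of 38 differed, and with the regions of the library names alone 35 of 38. The 23 and the 35 set unshrunken values against published ones that lie close to shrunken values. In edgeR's test, 3 of 38 had the opposite sign by title and 0 by library name. In the distal comparison, the paper's and the own value of the differing genes were 0.96 and 1.70 for CPA3, -1.31 and -2.28 for MAMDC2, -1.12 and 0.060 for JUN, 1.17 and 1.43 for DZIP1, 1.08 and 1.74 for DDIT4, -1.28 and -3.32 for SLITRK5, and -1.06 and -2.05 for RECQL4. They were -1.5 and 0.15 for FOSB, -1.40 and -2.03 for IRAG2, and -1.21 and 1.20 for FOS. In the proximal comparison, the paper's and the own value were 1.04 and 1.55 for CPA3, 1.08 and 1.67 for CAPN6, 1.19 and 0.37 for HES5, 0.97 and 0.46 for ID3, -2.25 and -2.79 for SLITRK5, -1.5 and -2.22 for RECQL4, and 1.07 and 1.31 for SORCS2. They were -0.95 and -3.18 for TPPP3, -1.30 and -2.10 for IRAG2, 1.43 and 0.57 for TPSAB1, 1.12 and 0.28 for NRARP, 1.08 and 1.81 for OASL, and 1.03 and 0.52 for MMP17.

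Besides shrunken fold changes with library names, some of the alternatives set before the data were examined closed the gap for single genes. Shrunken fold changes did for CPA3 (1.13 distal and 1.00 proximal), CAPN6 (1.23), DZIP1 (1.28), SORCS2 (1.10) and IRAG2 (-1.39 distal and -1.44 proximal). Library names alone did for ID3 (1.05) and NRARP (1.39), 1 surrogate variable for proximal CPA3 (1.26), and the stromal score for DZIP1 (1.30). Leaving out the subject whose labels give the same regions did for proximal SLITRK5 (-2.70) and SORCS2 (1.25). No other alternative set in advance closed a gap of a fold change.

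Alternatives chosen after seeing the values also closed gaps. The GC-content offset did for MMP17 (0.73), and with library names for HES5 (1.14), ID3 (0.89), SORCS2 (1.12), TPSAB1 (1.64), NRARP (1.18) and MMP17 (1.07). The achalasia libraries of high GC slope, also chosen after seeing the values, did for CPA3 (0.69 distal and 0.89 proximal), CAPN6 (1.21), distal RECQL4 (-1.42), FOSB (-1.74), NRARP (1.06) and MMP17 (0.84). With the offset, they did for CPA3 (1.28 and 0.98), CAPN6 (1.27), SORCS2 (1.21) and NRARP (0.93). Those of low GC slope did for proximal SLITRK5 (-2.45) and SORCS2 (1.26), and with the offset for proximal SLITRK5 (-2.66), proximal RECQL4 (-1.94) and MMP17 (0.83), all chosen after seeing the values.

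The paper places more changed genes in the proximal than in the distal mucosa. Here the libraries labelled distal gave more genes, 904 at an FDR under 0.05, and the regions of the library names gave the paper's order (280 distal and 1194 proximal), as did the achalasia libraries of low GC slope (572 and 4431), chosen after seeing the values.

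The paper describes more variability within each group in the proximal PCA than in the distal one. Here the mean distance from the group mean was 6.87 for controls labelled proximal and 8.34 for those labelled distal, and 14.1 and 12.2 for achalasia. By library name it was 8.25 and 6.09 for controls and 12.2 and 13 for achalasia, and no alternative gave more in the proximal set for both groups.

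From RNA-seq, the paper names IL33, IFNE, LOX and JUN as changed in the distal mucosa only. Here they passed the thresholds in the libraries labelled proximal (log2 fold changes of 1.60, 2.93, 1.28 and -1.36) and not in those labelled distal (1.24 for IL33 and 0.61 for LOX), where IFNE was not tested. The regions of the library names, alone, with shrunken fold changes or with the GC-content offset, called all 4 in the distal set. The Wald test of DESeq2, and the achalasia libraries of high GC slope with the offset, also called IL33 in the libraries labelled distal. From RNA-seq, the paper names CDH16, HES5, IGFBP3 and FGF14 as changed in the proximal mucosa only. Here they passed in the libraries labelled distal (1.76, 1.47, -1.37 and -2.21) and not in those labelled proximal (1.19, 0.37, -0.95 and -1.21). The regions of the library names, alone, with shrunken fold changes or with the offset, called all 4 in the proximal set. By title, CDH16 was also called in the proximal set with the Wald test, 1 surrogate variable, the GC-content offset, the achalasia libraries of low GC slope with and without the offset, and those of high GC slope. FGF14 was also called with the achalasia libraries of high GC slope. The GC-content offset and the GC-slope groups were chosen after seeing the values. In the paper's PCR of a separate cohort, the rise of IL33 was significant in the proximal and not in the distal mucosa. IFNE and CDH16 rose significantly there in both regions.

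Other named genes listed by the paper for 1 region did not pass there by title. These were APOBEC3A, FOS and FOSB in the distal list, and OASL, TPSAB1, TPSD1 (1.22), MMP9 (0.88), MMP17, NRARP and ID3 in the proximal list. Each was called there with the regions of the library names, alone and with shrunken fold changes. APOBEC3A, FOS, FOSB, OASL, TPSAB1 and NRARP were also called with the GC-content offset and library names. By title, FOS and FOSB were also called with the achalasia libraries of high GC slope, with and without the offset. OASL was called by title with the Wald test and with those of low GC slope, with and without the offset. The offset and the slope groups were chosen after seeing the values.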

Other observations

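The tests of GC content, of library pools and of subjects shared by the clusters, and the correlation with the published fold changes, were chosen only after the result was seen, while the other tests of the labels, those of library size and of other splits of the subjects were not.

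The titles and the library names give opposite regions for both libraries of 21 of 22 subjects. If the regions in the titles were exchanged, fold changes computed by library name should lie closer to the published ones. The median absolute difference to the published log2 fold changes, from DESeq2 with shrunken fold changes, was 0.0334 by library name and 0.407 by title for the distal list, and 0.00263 and 0.512 for the proximal list. In edgeR's test, without shrinkage, the order was the opposite for the distal list (0.597 by library name and 0.31 by title), and the proximal list gave 0.379 and 0.396. This measure sets unshrunken values against published ones that lie close to shrunken values. In the same edgeR fits, the correlation with the published values was higher by library name. It was 0.958 against 0.848 by title for the distal list, and 0.985 against 0.832 for the proximal list. The proximal list is Supplementary Table 2, whose heading says distal. Taken by its heading, that table would follow the titles, with a correlation of 0.985 in the libraries labelled distal. Supplementary Table 1, headed distal as well, correlated at 0.959 in the libraries labelled proximal and 0.848 in those labelled distal. Only the result of Supplementary Table 2 therefore depends on reading it as the proximal list. That of Supplementary Table 1, by its own heading, lies closer to the library names in correlation and in shrunken values. The paper's text names CDH16, HES5, IGFBP3 and FGF14 as changed in the proximal mucosa only. These genes were found in Supplementary Table 2 and not in Supplementary Table 1, which argues for reading it as the proximal list. For the 1 achalasia subject whose titles and library names give the same regions, the log2 difference between its biopsies by title correlated with the mean of the other 21 subjects at -0.38 over 17807 genes, while each of the others correlated with the rest at 0.287 to 0.669 (median 0.448). The titles of this subject are thus opposite to those of the others, which is consistent with regions exchanged in the titles of 21 subjects or in the titles of 1. The closeness to the published fold changes, for the distal list by correlation and with shrunken values but not by the absolute difference in edgeR, is consistent with the paper's regions following the library names, and the tests do not show from which region a biopsy was taken. No biological explanation was tested.

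The libraries labelled distal gave 2.48 times as many DEGs as those labelled proximal. With every library thinned to 14992573 counts, the ratio was 2.11 (232 and 110 DEGs), against library size as the source. With the GC-content offset it was 1.43, so GC content bias may account for a part of the difference. In simulated counts, however, GC bias in 4 of 14 libraries gave 11 false calls in edgeR's test against 13 without it, so a bias of this form did not add genes there. The source cannot be told apart from a biological difference between regions.

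The slopes of expression on GC content fell into separate clusters among the achalasia libraries. Among those labelled distal, 4 had slopes of 3.76, 4.07, 5.14 and 5.59 and the other 10 had slopes of at most -0.156. In those labelled proximal, 5 had slopes of 1.63, 1.71, 1.76, 1.96 and 2.23 and the other 9 had slopes of at most -0.79. The libraries of the set named distal include 4 of 14 achalasia libraries whose index number repeats that of a control library of the same set, so that they were numbered in another set of libraries. Their slopes were 1.64 to 2.25, those of the other 10 were -2.68 to 1.42, and the means differed by 3.18 (exact permutation p = 0.000999 over 1001 splits, the smallest p possible). Separate library or sequencing pools are thus a candidate source of the clusters. In the set named proximal 0 of 14 achalasia libraries repeat an index number, so its cluster of 4 was not tested in this way. The clusters also share subjects, since 3 of the 4 achalasia subjects of high slope labelled distal were among the 5 labelled proximal, against 1.43 by chance (exact p = 0.0949 over all choices of 4 of the 14 subjects). Pools that took both biopsies of a subject together and a property of the subject would both give this, so the clusters cannot be assigned to either. A difference between types of achalasia was not tested, since the types of achalasia were not assigned to libraries.

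For comparison with other groupings, the 22 subjects were split into 8 and 14 in 100 ways, the real split included. For genes with an FDR under 0.05 labelled distal, 1 split gave at least as many genes as the real split. For those labelled proximal 3 did, where the largest of the other splits gave 2568. That split had 6 achalasia subjects in the group of 14, so all controls were in that group and it was not unrelated to disease. Another drawn split with 6 achalasia subjects in that group gave 1 gene, so this composition alone does not account for the 2568 genes. The remaining split gave 1259 genes, with 10 achalasia subjects in that group. The number of such splits was 1 for the DEGs labelled distal and 2 for those labelled proximal, where the split with 2568 genes gave 329 DEGs. It was 1 for the DEGs common to both regions and 1 for the DEGs of both biopsies summed. For the 483 genes with an FDR under 0.05 with both biopsies summed it was 2, and the other split gave 507.

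PTPRC encodes the leukocyte marker CD45 that the paper stains in tissue, and its counts are uncertain because a lncRNA and a pseudogene overlap it on the opposite strand. It was 16.6 ± 3.89 CPM (SD, n = 8) in controls and 12 ± 5.7 CPM (SD, n = 14) in achalasia in the libraries labelled distal (log2 fold change -0.47, standard error 0.221, edgeR adjusted p = 0.202). Labelled proximal, it was 14 ± 4.16 and 17.2 ± 9.69 CPM (log2 fold change 0.29, standard error 0.264, edgeR adjusted p = 0.584). With the regions of the library names the directions were exchanged, with log2 fold changes of 0.29 in the distal set (standard error 0.263, edgeR adjusted p = 0.588) and -0.46 in the proximal set (standard error 0.224, edgeR adjusted p = 0.203). Over all alternatives the adjusted p ranged from 0.000851 (the 4 achalasia libraries of high GC slope, log2 fold change -1.16) to 0.803 for PTPRC labelled distal and from 0.193 to 0.952 labelled proximal. With both biopsies summed, the log2 fold change was -0.073 (standard error 0.216, edgeR adjusted p = 0.909).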
